# Blood immune transcriptome analysis of artificially fed dairy calves and naturally suckled beef calves from birth to 7 days of age

**DOI:** 10.1038/s41598-018-33627-0

**Published:** 2018-10-18

**Authors:** C. Surlis, B. Earley, M. McGee, K. Keogh, P. Cormican, G. Blackshields, K. Tiernan, A. Dunn, S. Morrison, A. Arguello, S. M. Waters

## Abstract

Neonatal calves possess a very immature and naïve immune system and are reliant on the intake of maternal colostrum for passive transfer of immunoglobulins. Variation in colostrum management of beef and dairy calves is thought to affect early immune development. Therefore, the objective of this study was to examine changes in gene expression and investigate molecular pathways involved in the immune-competence development of neonatal Holstein dairy calves and naturally suckled beef calves using next generation RNA-sequencing during the first week of life. Jugular whole blood samples were collected from Holstein (H) dairy calves (n = 8) artificially fed 5% B.W. colostrum, and from beef calves which were the progenies of Charolais-Limousin (CL; n = 7) and Limousin-Friesian beef suckler cows (LF; n = 7), for subsequent RNA isolation. In dairy calves, there was a surge in pro-inflammatory cytokine gene expression possibly due to the stress of separation from the dam. LF calves exhibited early signs of humoral immune development with observed increases in the expression genes coding for Ig receptors, which was not evident in the other breeds by 7 days of age. Immune and health related DEGs identified as upregulated in beef calves are prospective contender genes for the classification of biomarkers for immune-competence development, and will contribute towards a greater understanding of the development of an immune response in neonatal calves.

## Introduction

New-born calves are immunologically naïve at birth, offering the ideal scenario to observe the development of immunocompetence through time. The protection of the womb environment during the pre-partum period, coupled with syndesmochorial placentation, results in a lack of experience to pathogens, meaning that calves are born with an essentially non-functional immune response^1^. Development of immunocompetence in calves relies on successful absorption of maternal colostrum derived immunoglobulins, which in turn is dependent upon successful colostrum management. The importance of colostrum-derived passive immunity, through intestinal absorption of colostral immunoglobulins, to the mortality, morbidity, and subsequent growth and welfare of a newborn calf is recognised internationally^2–5^. Consequently, colostrum feeding management is of critical importance to the health and vitality of the calf, in order to confer protection from the various septicemic and enteric diseases that they are susceptible to in early life^2^. Failure of passive transfer of colostrum derived IgGs (FPT, serum IgG < 10 mg/mL) markedly increases morbidity and mortality in calves^3–5^. There is tremendous variation in the passive immune status of dairy calves^3,6–8^ and, generally passive immunity of dairy calves is much lower than beef calves^7^. This difference is primarily attributed to differences in colostrum Ig levels, whereby dairy cows produce relatively large volumes of colostrum with relatively low concentrations of Ig while beef cows produce the opposite^3,9,10^. In the suckled beef calf, there are also large differences in passive immunity between cow breed types^3,8^.

The use of a systems approach such as RNA sequencing offers advantages over other molecular based techniques such as microarray, enabling unbiased opportunities towards the profiling of developing immunocompetence using a global unbiased view of relative transcriptomic alterations^11^. Peripheral whole blood samples are commonly used for immunological studies as they are easily obtained and may provide an insight into immune development, particularly when combined with a transcriptomics approach^12^. Previous studies from our group have successfully investigated the immune response of two dairy breeds to gradual weaning using whole blood to analyse alterations in the relative abundance of key immune genes^13^. Here, utilizing the whole blood transcriptome of dairy calves in addition to two beef breeds, we aim to elucidate the molecular mechanisms involved in the development of immunocompetence, from birth through the first 7 days of life. Understanding such mechanisms would be a step towards integrating optimum husbandry practices, and to identifying possible biomarkers associated with development of immunocompetence for breeding of superior calves.

## Results

### IgG concentration

Serum IgG concentrations at 0 h, 48 h, 72 h and 168 h post birth in dairy and beef calves are shown in Table 1. There was a significant effect of breed (P < 0.05) sampling time (P < 0.0001) and breed × sampling time interaction (P < 0.0001) for serum IgG concentrations. As expected, at 0 h, prior to the first feed of colostrum, baseline serum IgG concentrations were lower (P < 0.0001) compared with all other sampling times. In LF calves, serum IgG concentrations were greater (P < 0.001) compared to dairy calves at 48, 72 and 168 h post-birth and were not different from CL, except at 168 h when concentrations were lower in CL compared with LF. Colostrum IgG concentrations (mean (SD)) were not different across the three cow breed types (H; 63.1 (14.4), CL; 63.0 (25.2) LF (71.0 (14.5) mg/mL).

**Table 1:** Least square means (SEM) for serum IgG concentrations (mg/mL) from birth (d 0) to 168 h hours (h) for the calf progenies of H, CL and LF cows.

	0 h	12 h	24 h	48 h	72 h	168 h	SE	T	S	T × S
H	0.64^a^	14.34^b,x^	13.59^b,x^	14.47^b,x^	13.47^b,x^	9.01^b,x^	1.51	0.04	P < 0.0001	P < 0.0001
CL	0.01^a^	14.34^b^	18.34^b,x^	17.19^b^	15.93^b^	14.35^b,z^	1.61			
LF	0.01^a^	19.34^b,y^	24.91 ^b,y^	22.31^b,y^	19.57^b,y^	17.75^b,y^	1.61			

T; Treatment, S (sampling time); H = Holstein; CL = Charolais × Limousin (n = 7), LF = Limousin × Friesian (n = 7); ^a,b^Within rows, Lsmeans differ from d 0 by P < 0.05. ^x,y,z^Within columns Lsmeans differ across breed by P < 0.05.

### Differentially expressed genes

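Whole blood of 22 calves was sampled at 0, 48, 72 and 168 h of age, giving 88 samples with every calf present at every age. The calves were 8 Holstein (H, the dairy calves), 7 from Charolais × Limousin cows (CL) and 7 from Limousin × Friesian cows (LF). In both beef groups the sires were Aberdeen Angus or Charolais bulls, so breed refers to the cow. The sire was not part of any fit. RNA of each sample was sequenced as 1 RNAseq library, and the authors deposited the number of reads that STAR counted on each gene of the UMD3.1 cattle genome, without normalization. Adapter trimming, quality filtering, alignment and the removal of samples with few reads had been done by the authors before those counts were made. The counts cover 24616 genes, of which 3366 had no count in any sample. Genes are listed by Ensembl identifier, and identifiers are used as gene names because no table pairing them with symbols was in the files. In H calves, the reads counted on genes ran from 13410404 to 39304404 per sample (median 20608091.5) at 0 h, from 17368423 to 25960137 (median 20133896) at 48 h, from 15845098 to 24366554 (median 21367144) at 72 h and from 16014651 to 37775818 (median 23974154) at 168 h. In CL calves, they ran from 18999650 to 26455106 (median 23747465) at 0 h, from 21628542 to 27496205 (median 24663156) at 48 h, from 19940641 to 34734616 (median 22084819) at 72 h and from 19628733 to 27552284 (median 25387778) at 168 h. The range in LF calves was 10023822 to 28136900 (median 22447940) at 0 h, 20350871 to 30998999 (median 25786298) at 48 h, 19505554 to 27435242 (median 24955035) at 72 h and 18977185 to 24893563 (median 22547293) at 168 h. At these depths, 3 counts correspond to 0.0763 to 0.299 CPM, the counts scaled to a common library size. With unmapped, multimapping and unassigned reads included, the files sum to 37480864 ± 5927554 reads per sample (mean ± SD, n = 88), and the paper's reported mean is 38432764 reads (SD 7169473). The values reported for genes use only the reads counted on genes. Among the 280 pairs of samples of the same group, the smallest chi-square per degree of freedom was 33.95. No library therefore appeared to be present more than once within a group. Pairs of samples from different groups were not compared.
DEG were computed with edgeR's quasi-likelihood test after TMM normalization and edgeR's default filter on low counts, with only the 2 groups of each comparison in the fit. As in the paper, a DEG had a Benjamini-Hochberg adjusted p-value under 0.05 and a fold change of at least 1.5 in either direction. The paper used DESeq2, which was run as an alternative. Counts are given for the later age relative to the earlier age, or for CL relative to LF. Comparisons within a breed were also fitted with the calf as a block, with the calf taken from the sample labels. The labels also carry an L number (16 numbers, 4 to 6 samples each) and an R on 9 samples, and the meaning of neither is stated. Each L number holds too few samples to repeat a comparison within it, so it was entered as a covariate in an alternative fit.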

Overall relative gene expression levels in comparisons that yield significant levels of DEG are represented in Supplementary Figs 1–4 using principal component analysis and by mapping DEG using volcano plots. This plot represents overall relative gene expression abundances within each sample group and highlights similarities and differences in overall expression levels of transcripts in individual sample sets. Each comparison made in dairy and beef calves of levels of DEG present in each group are also presented as Venn diagrams in Supplementary Figs 5–9. 

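At 48 h versus 0 h, 533 genes were DEG in the same direction in H, CL and LF calves. CL and LF calves shared 847 DEG in the same direction, H and CL calves 710, and H and LF calves 632. No gene was a DEG in opposite directions in CL and LF calves (0 genes). At 168 h versus 72 h, H and LF calves shared 635 DEG in the same direction. Across the 12656 genes tested in both beef breeds, the log2 fold changes at 48 h versus 0 h had a Pearson's r of 0.735 between CL and LF calves. The corresponding r was 0.808 between H and CL calves and 0.825 between H and LF calves. At 168 h versus 72 h, r was 0.857 between CL and LF, 0.73 between H and LF and 0.744 between H and CL. These 6 correlations are across genes, which are not independent replicates. The overlaps were chosen for reporting after the files had been seen. They were smallest when edgeR tested against a fold change of 1.5, which left 255 DEG shared by CL and LF calves and 140 shared by H and LF calves at 48 h versus 0 h, and 32 shared by H and LF calves at 168 h versus 72 h.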

Total numbers of DEG for each comparison are shown in Table 2. 

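In the dairy calves, 868 genes were DEG at 48 h versus 0 h (496 upregulated, 372 downregulated) and 1151 at 168 h versus 72 h (422 upregulated, 729 downregulated). In CL calves there were 1914 DEG at 48 h versus 0 h (904 upregulated, 1010 downregulated) and 2 at 168 h versus 72 h, both downregulated. LF calves had 1521 DEG at 48 h versus 0 h (943 upregulated, 578 downregulated) and 1780 at 168 h versus 72 h (426 upregulated, 1354 downregulated). Between CL and LF calves, 0 genes were DEG at 48 h, 0 at 72 h and 0 at 168 h. Each comparison covered between 12508 and 12852 genes. With the calf as a block, the same comparisons within breeds gave 1397 DEG at 48 h versus 0 h and 1127 at 168 h versus 72 h in H calves, 2133 and 731 in CL calves, and 1853 and 1748 in LF calves. The pairing of samples by calf was taken from the labels. Samples of the same calf deviated together from their group means at each pair of neighbouring ages, with mean correlations across genes of at least 0.221 (the lowest, in CL calves at 168 h and 72 h). Exact permutation tests over all pairings of the calves gave p-values from 2.48e-05 to 0.0123 in these 9 comparisons. Among the alternatives to the fit, dropping the fold change threshold moved the largest count most, from 1914 to 4528 DEG in CL calves at 48 h versus 0 h.

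**Figure D1:**
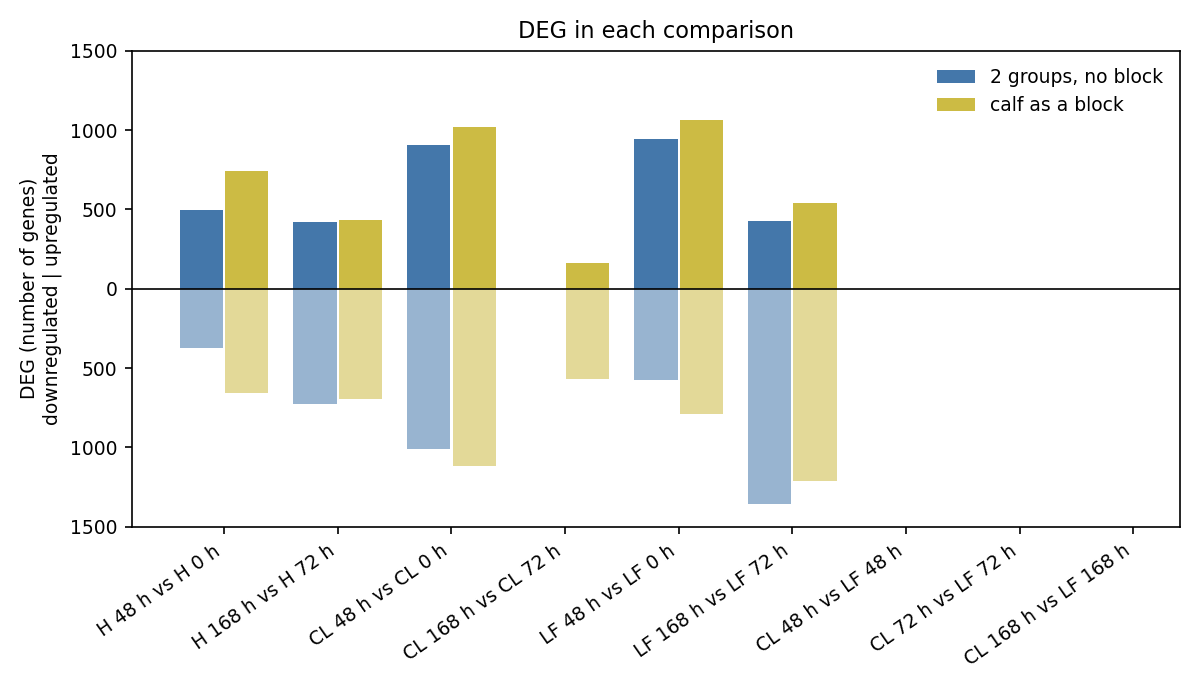
Number of DEG (vertical axis, number of genes) in each comparison (horizontal axis), with upregulated genes drawn upwards and downregulated genes drawn downwards in a paler shade, from the fit of the 2 groups without a block (blue) and with the calf as a block (yellow). CL calves at 168 h versus 72 h had 2 DEG without and 731 with the block, and the comparisons of CL with LF calves, which have no block, had 0.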

Lists of all DEG found in each comparisons are shown in Supplementary Tables 1–7. RNAseq data from the current study are available on NCBI’s Gene Expression Omnibus through GEO Series accession number GSE114432.

**Table 2:** Levels of upregulated and downregulated DEG across all comparisons and over-represented networks across comparisons with sufficient levels of DEG.

Comparison Group	Upregulated DEG	Downregulated DEG	Enriched Networks
**Dairy calves compared over time**			
Dairy 48 h versus Dairy 0 h	140	613	Post-Translational Modification, Small Molecule Biochemistry, Cellular Movement
			Immunological Disease, Infectious Diseases, Organismal Injury and Abnormalities
			Amino Acid Metabolism, Post-Translational Modification, Small Molecule Biochemistry
			Cell Death and Survival, Cellular Compromise, Inflammatory Response
			Cell Cycle, Cellular Development, Free Radical Scavenging
Dairy 168 h versus Dairy 72 h	572	1156	Cell Cycle, Cellular Assembly and Organization, DNA Replication, Recombination, and Repair
			Cell Cycle, Cellular Assembly and Organization, DNA Replication, Recombination, and Repair
			Cell Signalling, Molecular Transport, Vitamin and Mineral Metabolism
			Cellular Development, Cellular Growth and Proliferation, Endocrine System Disorders
			DNA Replication, Recombination, and Repair, Gene Expression, Cell Cycle
**Beef crossbreed calves compared at each time point**			
Beef CL 48 h versus Beef LF 48 h	539	177	Connective Tissue Disorders, Hereditary Disorder, Organismal Injury and Abnormalities
			Cell Death and Survival, Neurological Disease, Organismal Injury and Abnormalities
			Infectious Diseases, Cell-To-Cell Signalling and Interaction, Cellular Movement
			Cell Death and Survival, Connective Tissue Disorders, Hereditary Disorder
			Infectious Diseases, Antimicrobial Response, Inflammatory Response
Beef CL 72 h versus Beef LF 72 h	2	0	N/A
Beef CL 168 h versus Beef LF 168 h	0	0	N/A
**Beef LF calves compared over time**			
Beef LF 48 h versus Beef LF 0 h	1240	781	Cell Cycle, Cell Death and Survival, Cellular Assembly and Organization
			Cell Signalling, Molecular Transport, Vitamin and Mineral Metabolism
			Dermatological Diseases and Conditions, Developmental Disorder, Hereditary Disorder
			Lipid Metabolism, Small Molecule Biochemistry, Vitamin and Mineral Metabolism
			Carbohydrate Metabolism, Small Molecule Biochemistry, Embryonic Development
Beef LF 168 h versus Beef LF 72 h	535	1362	Cell-To-Cell Signalling and Interaction, Cell Signalling, Molecular Transport
			Cardiovascular Disease, Cell-To-Cell Signalling and Interaction, Inflammatory Response
			Carbohydrate Metabolism, Molecular Transport, Small Molecule Biochemistry
			Carbohydrate Metabolism, Endocrine System Disorders, Hereditary Disorder
			Cell-mediated Immune Response, Cellular Development, Cellular Function and Maintenance
**Beef CL calves over time**			
Beef CL 48 h versus Beef CL 0 h	1141	954	Cancer, Connective Tissue Disorders, Developmental Disorder
			Cell Cycle, Reproductive System Development and Function, Cell Death and Survival
			Cell-To-Cell Signalling and Interaction, Immunological Disease, Inflammatory Disease
			Connective Tissue Development and Function, Connective Tissue Disorders, Nervous System Development and Function
			Cardiovascular System Development and Function, Cell Cycle, Skeletal and Muscular System Development and Function
Beef CL 168 h versus Beef CL 72 h	45	338	Post translational modification, Cellular movement
			Cellular movement, Dermatological diseases, Cell-Cell signalling and interaction
			Cellular movement, Immune cell trafficking
			Developmental disorder, Hereditary disorder, Immunological disease
			Cell-Cell signalling and interaction, Haematological system development

### Pathway analysis across all comparisons

#### Over enriched networks in dairy calves over the first 168 h post birth

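In the dairy calves (n = 8 at each age), 868 of the 12508 genes tested at 48 h versus 0 h were DEG, 496 upregulated and 372 downregulated. Of these, 393 rose and 310 fell in all 8 calves. Among DEG that moved the same way in every calf, ENSBTAG00000011467 had the largest rise. It went from 0.4 ± 0.322 CPM (SD, n = 8) at 0 h to 11.51 ± 10.1 CPM (SD, n = 8) at 48 h, on 2 to 670 counts per sample. Its log2 fold change was 4.91 (standard error 0.72, adjusted p = 0.00059 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ENSBTAG00000008021 and ENSBTAG00000014628 followed, with log2 fold changes of 4.54 (standard error 1.2) and 4.46 (standard error 0.9). The largest fall was that of ENSBTAG00000017251, from 45.83 ± 27.4 CPM (SD, n = 8) to 3.549 ± 2.61 CPM (SD, n = 8). Its log2 fold change was −3.68 (standard error 0.49, adjusted p = 0.00028 from the same edgeR test with Benjamini-Hochberg adjustment). With the calf as a block, 1397 genes were DEG, 742 upregulated and 655 downregulated. The deviations of the 48 h and 0 h samples of the same calf from their group means had a mean r of 0.522 across genes, against −0.0698 for samples of different calves (exact permutation test, p = 2.48e-05, the smallest that the 40320 pairings allow). The count moved most when the test itself was made against a fold change of 1.5, which left 203 DEG. The paper took the DEG of the dairy comparisons into pathway and network analysis with IPA.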

Comparisons of dairy calves at 0 h, 48 h, 72 h and 168 h, were examined for the presence of enriched molecular and cellular functional networks, physiological system developmental networks, and for the presence of biologically interesting canonical pathways, which are shown in Table 2.

The top enriched pathway in the comparison of 0 h calves to those sampled at 48 h was the role of pattern recognition receptor in recognition of bacteria and viruses, in which enriched genes were present at higher levels of abundance in the 0 h samples. The complement system pathway was also enriched in the comparison, with the majority of the genes present at higher levels in the 48 h calves than in the 0 h. Enriched networks included ‘Post translational modification’ (Network 1) and ‘Immunological disease’ (Network 2, Fig. 1).

**Figure 1:**
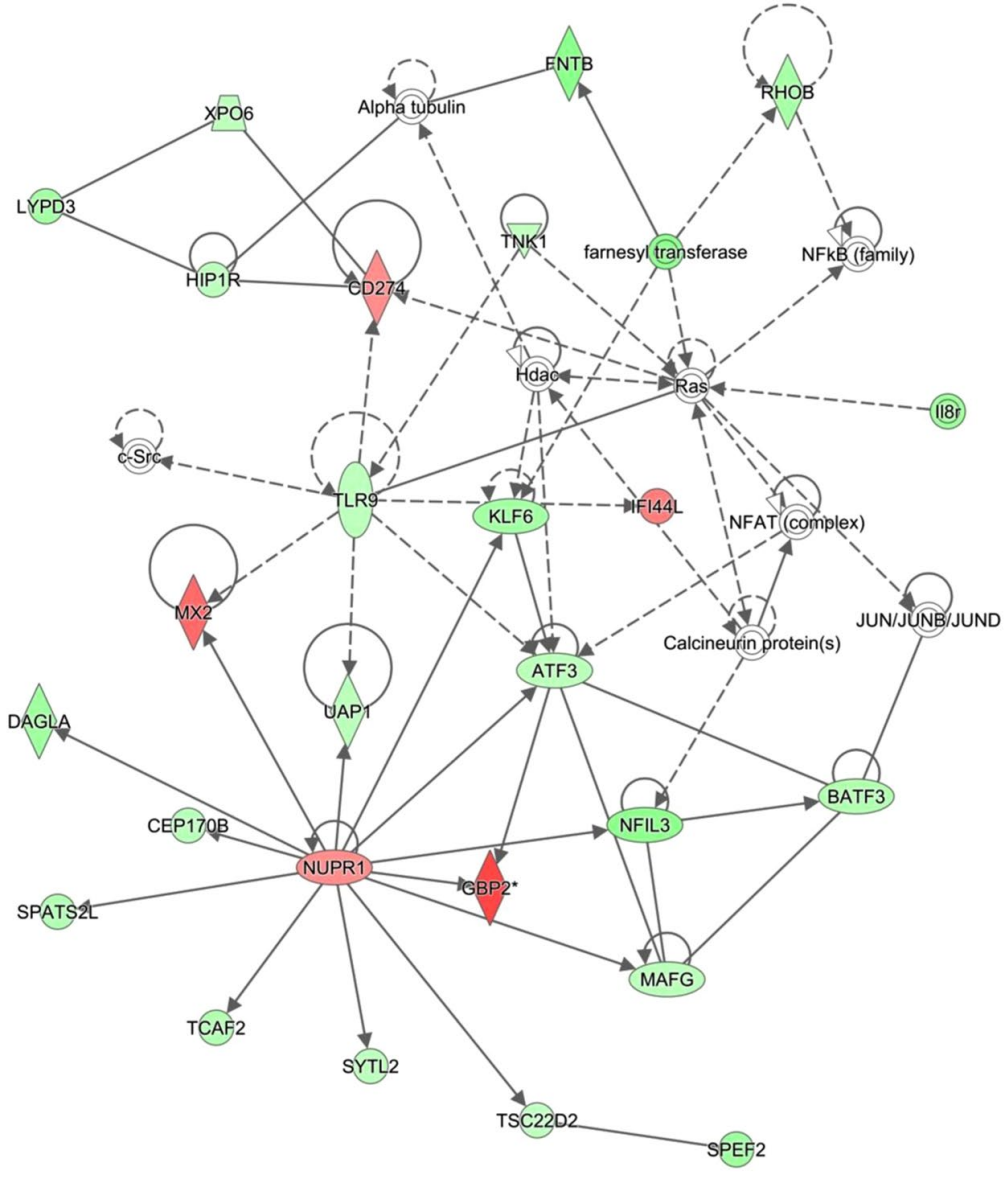
Immunological disease and Infectious disease network enriched in comparison of Dairy 48 h v Dairy 0 h. Network 2- Immunological Disease, Infectious Diseases, Organismal Injury and Abnormalities network enriched in comparison of dairy 48 h to 0 h. The network is displayed graphically as nodes (genes). The node colour intensity indicates the expression of genes; with red representing up-regulation and green, down-regulation in 48 h dairy calves compared to 0 h dairy calves.

Comparison of the transcriptomic profile of calves aged 168 h to those sampled at 72 h highlighted *1l-8* signalling as the most enriched canonical pathway, with the majority of genes present at lower levels in the 168 h calves than in the 72 h. Networks of interest included ‘Cell signalling, Molecular transport, Vitamin and mineral transport’ (Network 3), and ‘Cellular development, Cellular growth and Proliferation’ (Network 4). On investigation of any upstream effects of DEG enriched in the comparison of 168 h and 72 h dairy calves, we identified inhibition of a growth factor at 168 h, *TGFβ1*. Additionally, inhibition of a transmembrane receptor, *EPOR*, was identified as −5.487 times lower in the 168 h calves, with 22 out of the proposed 366 genes involved in its upstream regulation present in the DEG list.

#### Over enriched networks in beef calves over the first 168 h post birth

(i) Comparisons over time within crossbreeds: Comparisons were carried out within each beef breed across the four time points, 0 h, 48 h, 72 h and 168 h, to investigate the transition of the developing immune response over time. The top over-represented networks are highlighted in Table 2. Firstly, biologically interesting pathways were investigated within the CL crossbred calves. 

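At 48 h versus 0 h, 1914 of the 12852 genes tested in CL calves (n = 7 at each age) were DEG, with 904 upregulated and 1010 downregulated. The same direction was seen in all 7 calves for 782 of the upregulated and 738 of the downregulated genes. ENSBTAG00000022150 rose most, from 0.411 ± 0.219 CPM (SD, n = 7) at 0 h to 14.47 ± 25.6 CPM (SD, n = 7) at 48 h, and its SD at 48 h was larger than its mean. Its log2 fold change of 5.14 had a standard error of 1.3 (adjusted p = 0.0083 by edgeR with Benjamini-Hochberg adjustment). The median log2 change within a calf was only 1.29, and in CL calf 6 it was 0.005. ENSBTAG00000015350 rose from 0.3766 ± 0.25 to 11.52 ± 7.11 CPM (SD, n = 7 at each age), a log2 fold change of 4.88 (standard error 0.49, adjusted p = 8.6e-06 by edgeR with Benjamini-Hochberg adjustment). ENSBTAG00000016698 came next with a log2 fold change of 4.87 (standard error 0.54). In the block fit, in which each calf was compared with itself, 2133 genes were DEG (1017 upregulated, 1116 downregulated). Same-calf samples at 48 h and 0 h deviated together with a mean r of 0.47 across genes, and samples of different calves with −0.0782 (exact permutation test over 5040 pairings, p = 0.000198, the smallest they allow). Without a fold change threshold the number rose to 4528, and with edgeR's test against a fold change of 1.5 it fell to 612.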

Comparison of 48 h to 0 h CL calves resulted in 2095 DEG, 1766 of which were successfully mapped in IPA. Biologically interesting enriched molecular, cellular and physiological networks included cellular movement, immune cell trafficking, and lymphoid tissue structure and development. Top enriched canonical pathways included cholesterol biosynthesis, which was upregulated in the 48 h old calves, the complements system, also upregulated at 48 h, and two interleukin signalling pathways, *1l-9* and *Il-12* in which the majority of genes were present at higher levels after 48 h. Investigating upstream analysis effector genes identified a number of significantly altered upstream regulators including a number of growth factors (*Areg, Hgf, VEGFA)*, cytokines *(c5f2, PRL, IFNa2)*, and also the Fc gamma receptor upstream pathway activated in the CL calves at 48 h. Supplementary Fig. 10 shows activation of transmigration of cells with many immunologically important receptors highlighted as upregulated in the 48 h calves. The calves were then compared at the later timepoint of 168 h to 72 h, to investigate the transition of the immune response evident through the blood transcriptome from day. 

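In CL calves (n = 7 at each age), 2 of the 12770 genes tested at 168 h versus 72 h were DEG, both downregulated at 168 h and lower in all 7 calves. ENSBTAG00000046144 fell from 5.747 ± 1.4 CPM (SD, n = 7) at 72 h to 2.08 ± 0.6 CPM (SD, n = 7) at 168 h, a log2 fold change of −1.47 (standard error 0.21, adjusted p = 0.047 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ENSBTAG00000005828 fell from 33.12 ± 10.4 to 13.37 ± 2.81 CPM (SD, n = 7 at each age), a log2 fold change of −1.31 (standard error 0.19, adjusted p = 0.047 from the same edgeR test with Benjamini-Hochberg adjustment). Of all genes tested, 23.8% had an unadjusted p-value under 0.05. When the calf was entered as a block, 731 genes were DEG, of which 162 were upregulated and 569 downregulated. The check of the pairing behind that block gave a mean r across genes of 0.221 between the 168 h and 72 h samples of the same calf and −0.0364 between those of different calves (exact permutation test over 5040 pairings, p = 0.0123). DESeq2 on the same 14 samples gave 642 DEG, and the block moved the count most of all alternatives. The paper introduces its 383 DEG for this comparison with the word "only".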

Only 383 DEG were identified between the two time points in the CL calves. Top molecular cellular and physiological networks again included cellular movement, immune cell trafficking and also cellular function and maintenance. There were no canonical pathways identified as significantly enriched in the comparison. Overall a major stabilization of the immune response was evident through the inhibition of a number of immune related regulators (Supplementary Fig. 11).

The LF calves were also compared across the four time points (0 h, 48 h, 72 h and 168 h) to investigate the development of immunocompetence during the first week of life. 

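LF calves (n = 7 at each age) had 1521 DEG among the 12794 genes tested at 48 h versus 0 h, of which 943 were upregulated and 578 downregulated. In all 7 calves, 784 of the former rose and 446 of the latter fell. ENSBTAG00000011467 rose from 0.1574 ± 0.0954 CPM (SD, n = 7) at 0 h to 51.68 ± 46.5 CPM (SD, n = 7) at 48 h, on 0 to 3691 counts per sample. This was a log2 fold change of 8.17 (standard error 0.85, adjusted p = 4.1e-05 from edgeR's test with Benjamini-Hochberg adjustment). ENSBTAG00000001725 went from 0.3605 ± 0.109 to 86.26 ± 89.1 CPM (SD, n = 7 at each age), and its log2 fold change was 7.92 (standard error 1, adjusted p = 0.00014 from edgeR's test with Benjamini-Hochberg adjustment). ENSBTAG00000016698 had a log2 fold change of 5.63 (standard error 0.7). Of the falls in all 7 calves, the third largest was that of ENSBTAG00000006343, from 513.4 ± 419 to 18.87 ± 14.7 CPM (SD, n = 7 at each age), a log2 fold change of −4.77 (standard error 0.56). Adding the calf as a block gave 1853 DEG, with 1063 upregulated and 790 downregulated. Across genes, 48 h and 0 h samples of one calf deviated together with a mean r of 0.425, against −0.0715 for samples of different calves (exact permutation test, p = 0.000198, the smallest for 5040 pairings). The setting that changed the count most was edgeR's test against a fold change of 1.5, with 444 DEG. The difference between CL and LF calves in their change from 0 h to 48 h, tested as an interaction, gave 0 DEG among 13339 genes. This fit had no block by calf, and 13.73% of the genes had an unadjusted p-value under 0.05. The count was above 0 with the calf as a block, with all 88 samples in one fit and with DESeq2. The paper describes the level of DEG as similarly high in LF and CL calves.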

Similarly high levels of DEG were evident at the early timepoint comparison of 48 h versus 0 h, with 2021 DEG identified in total, with 1640 of these being successfully mapped in IPA. Top enriched molecular and cellular networks included cellular movement, cellular function and maintenance; immune cell trafficking, and lymphoid tissue structure and development. A number of upstream regulators including a large number of cytokines (*TNFα, Il1β, IFN)*, transmembrane receptors (*TLR3, TLR4, TLR7, TLR9)* exhibited activation in the 48 h calves compared to 0 h.

LF calves were then compared at 168 h versus 72 h to identify observable alterations to key genes and pathways involved in the development of immunocompetence. Overall there were 1897 DEG identified, with 1562 being successfully mapped using IPA for functional analysis. 

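Of the 12738 genes tested in LF calves (n = 7 at each age), 1780 were DEG at 168 h versus 72 h, 426 of them upregulated and 1354 downregulated. ENSBTAG00000047700 showed the largest rise, from 1.698 ± 0.739 CPM (SD, n = 7) at 72 h to 33.92 ± 25.1 CPM (SD, n = 7) at 168 h, with a log2 fold change of 4.3 (standard error 0.5, adjusted p = 0.00062 in edgeR with Benjamini-Hochberg adjustment). Among the falls shared by all 7 calves, ENSBTAG00000031658 had the largest, from 15.06 ± 23.7 to 0.783 ± 1.14 CPM (SD, n = 7 at each age). With a standard error of 1.2, its log2 fold change of −4.26 had an adjusted p = 0.019 in edgeR with Benjamini-Hochberg adjustment. ENSBTAG00000018189 fell from 5.298 ± 4.63 to 0.3337 ± 0.191 CPM (SD, n = 7 at each age), a log2 fold change of −3.97 (standard error 0.55, adjusted p = 0.0011 in edgeR with Benjamini-Hochberg adjustment). The block fit by calf gave 1748 DEG (538 upregulated, 1210 downregulated). The pairing check gave a mean r across genes of 0.342 for the 168 h and 72 h samples of the same calf and −0.0553 for those of different calves (exact permutation test, p = 0.000198, the smallest for 5040 pairings). With the test made against a fold change of 1.5 the count fell furthest, to 120 DEG, and without a fold change threshold it rose to 3362.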

The vast majority of total DEG, 1362 out of 1897, were present at lower levels in the 168 h calves, highlighting the stabilization on the initial surge in immune gene expression. 

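At 168 h, 1354 of the 1780 DEG of LF calves (76.1%, 95% Clopper-Pearson interval 74 to 78%) were present at lower levels than at 72 h. Of these, 923 fell in all 7 calves, and 303 of the 426 upregulated DEG rose in all 7. Genes that had risen early made up part of the later falls, since 379 genes were upregulated at 48 h versus 0 h and downregulated at 168 h versus 72 h. The reverse, a fall at 48 h and a rise at 168 h, was seen for 92 genes. A further 51 genes were downregulated in both comparisons and 5 were upregulated in both. Within each LF calf, the log2 change from 72 h to 168 h was correlated across genes with the log2 change from 0 h to 48 h, which uses other samples. The mean r was −0.285 ± 0.168 (SD, n = 7 calves), and r was below 0 in 7 of 7 calves. The same r was −0.11 ± 0.111 (SD, n = 7) in CL calves, below 0 in 5 of 7, and −0.114 ± 0.0844 (SD, n = 8) in H calves, below 0 in 7 of 8. Genes are not independent replicates, and the difference between the breeds was not tested. The overlaps and these correlations were chosen after the files had been seen. Without a fold change threshold, the share of DEG at lower levels at 168 h was 60.6%, the lowest of any alternative, and it was 69.2% with the calf as a block. From the majority of DEG at lower levels at 168 h, the paper reasons that the initial surge in immune gene expression was stabilizing.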

A number of biologically interesting networks were enriched in pathway analysis of the 168 h and 72 h calves, including network 14 mapping enrichment of immune cell trafficking and the inflammatory response, of which the majority of genes are present at lower levels of expression by 168 h (Supplementary Fig. 12). Network 23 however, humoral immune response, showed upregulation of a number of genes in the 168 h calves (See Fig. 2). A significant number of upstream gene regulators including cytokines (*Il1α, IFNγ, Il1P, OSM)*, and immune regulatory complexes (*MAP2K1, NFκB)* were inhibited by 168 h.

**Figure 2:**
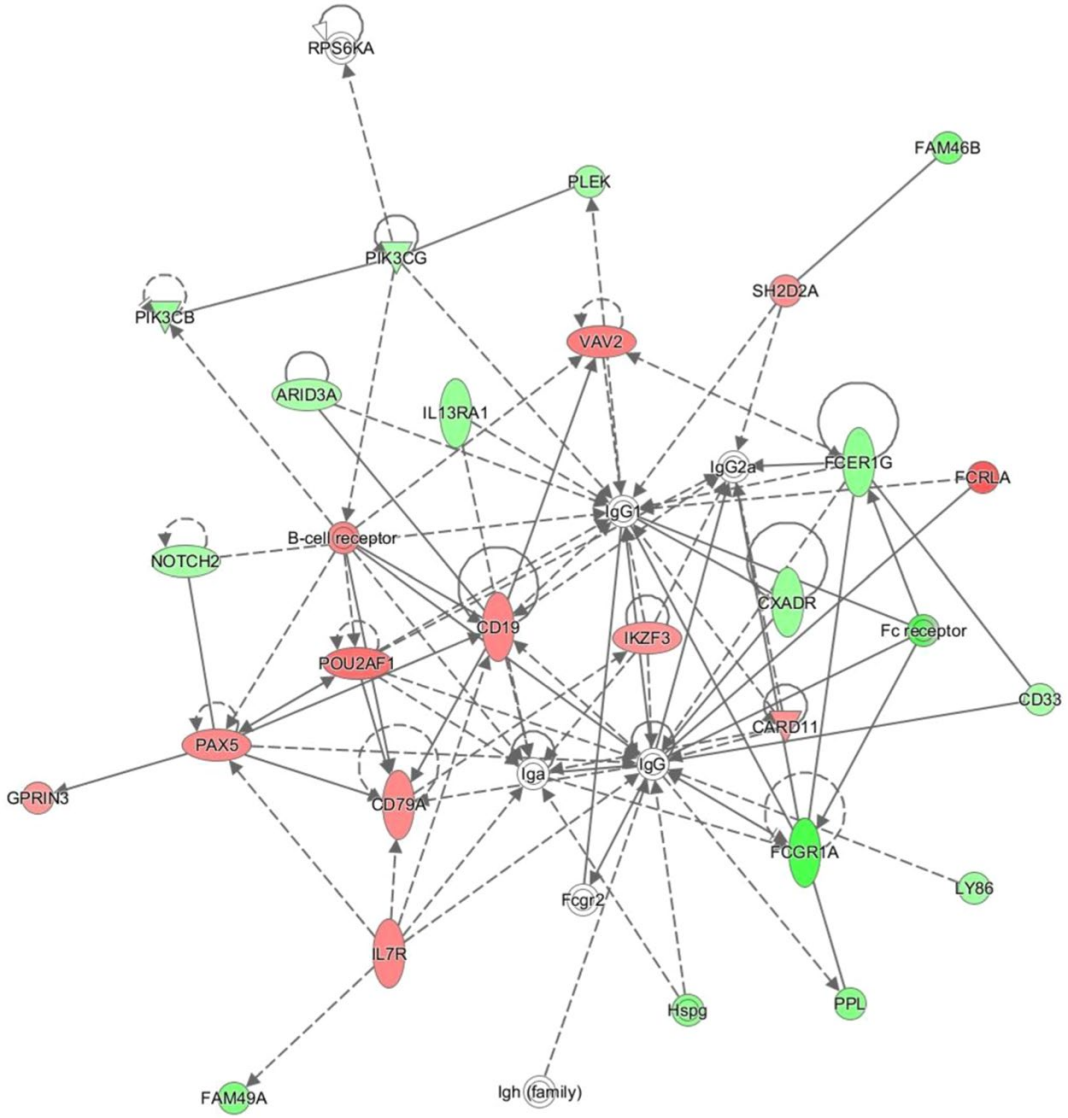
Humoral Immune response network enriched in comparison of Beef LF 168 h v Beef LF 72 h. Network 23- Humoral Immune Response, Protein Synthesis, Cellular Development network enriched in comparison of beef LF 168 h versus Beef LF 72 h. The network is displayed graphically as nodes (genes). The node colour intensity indicates the expression of genes; with red representing up-regulation and green, down-regulation in 168 h beef LF calves compared to 72 h beef LF calves.

(ii) Comparison of CL calves to LF calves across time: In order to investigate any differences in the development of a competent immune response during the first week of life in the two beef crossbreeds, the breeds were compared at each time point. 

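CL calves (n = 7) were compared with LF calves (n = 7) at each age by edgeR's quasi-likelihood test. The calves of the breeds are different animals, so no block by calf applies. No gene reached the threshold at any age, with 0 DEG among 12838 genes at 48 h, 0 among 12681 at 72 h, 0 among 12786 at 168 h and 0 among 12744 at 0 h. The smallest adjusted p-value was 0.0566 at 48 h, 0.829 at 72 h, 1 at 168 h and 0.436 at 0 h (edgeR with Benjamini-Hochberg adjustment). Unadjusted p-values under 0.05 were found for 22.7% of genes at 48 h, 4.44% at 72 h, 1.9% at 168 h and 10% at 0 h. The count at 48 h depended on the model. With DESeq2 on the same 14 samples, 558 genes were DEG at 48 h, of which 80 were higher and 478 lower in CL calves, and 2 genes were DEG at 72 h. With all 88 samples in a single edgeR fit, 542 genes were DEG at 48 h (87 higher and 455 lower in CL calves), and adding the L number of the library as a covariate reduced them to 172. Leaving out LF calf 5, a setting chosen after the files had been seen, moved the count most, to 966. The paper singles out the 48 h comparison as the only one with a number of DEG large enough for functional analysis.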

Only the 48 h timepoint comparison generated a significant number of DEG, 716 in total, 594 of which were mapped for functional analysis using IPA. A number of interesting networks were highlighted as being enriched in the comparison of 48 h, including network 5, antimicrobial response, in which the majority of the genes were present at lower levels in the CL calves (Fig. 3). Figure 4 highlights variations in the overall immune response of cells showing inhibition in the CL calves at 48 h compared to the LF breed. Biologically important upstream regulators were also identified as being significantly differentially expressed in the comparison of beef CL to LF, including *NFκB* and *Il12* complexes, both inhibited in CL calves compared to LF at 48 h. A number of immunologically important upstream regulators were also inhibited in the beef CL calves, including *CD40LG*, the cytokine that binds to CD40 (Supplementary Fig. 13).

**Figure 3:**
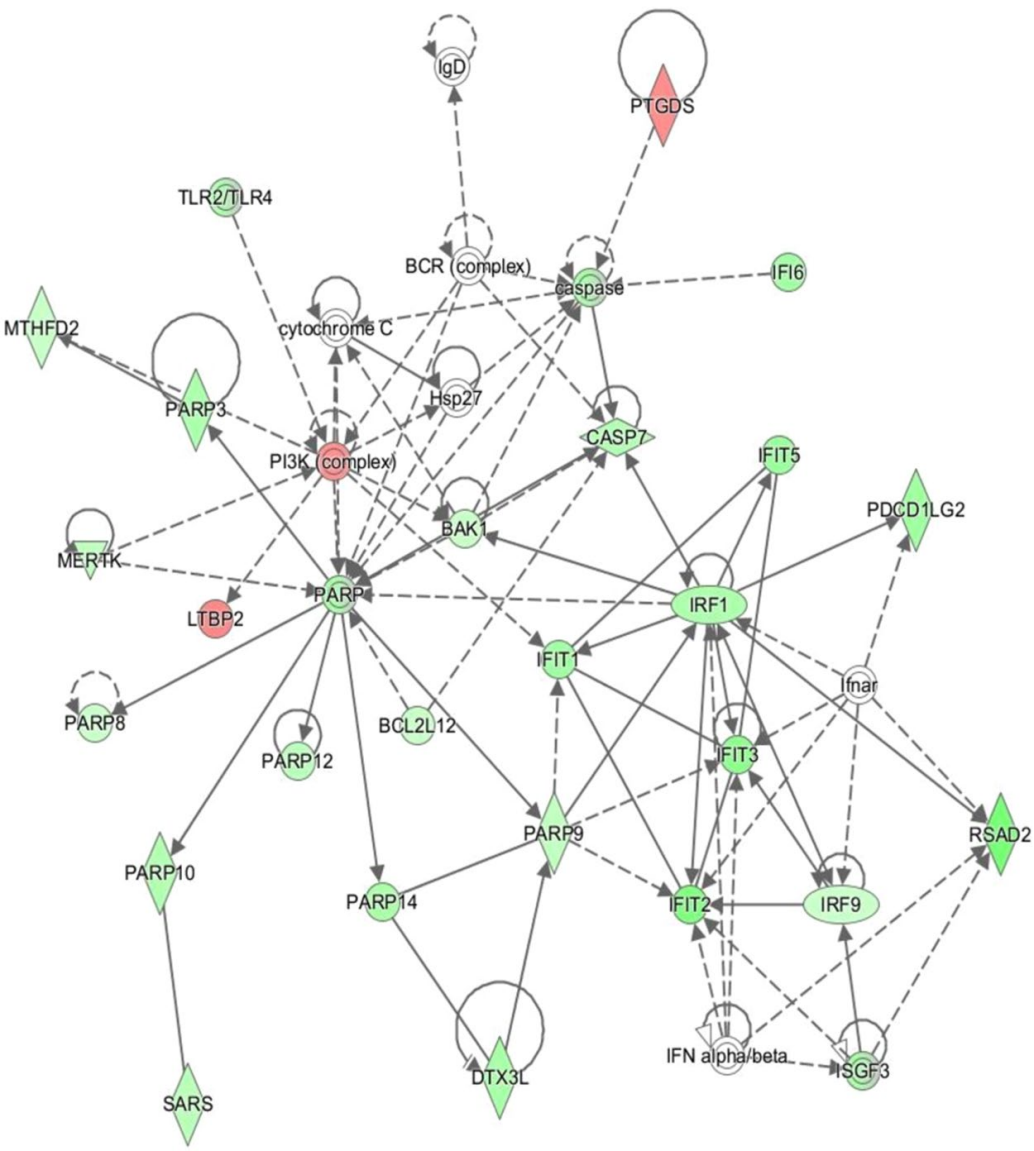
Infectious Diseases network enriched in comparison of Beef CL 48 h v Beef LF 48 h. Network 5- Infectious Diseases, Antimicrobial Response, Inflammatory Response network over enriched in comparison of beef CL 48 h and beef LF 48 h calves. The network is displayed graphically as nodes (genes). The node colour intensity indicates the expression of genes; with red representing up-regulation and green, down-regulation in 48 h beef CL calves compared to 48 h beef LF calves.

**Figure 4:**
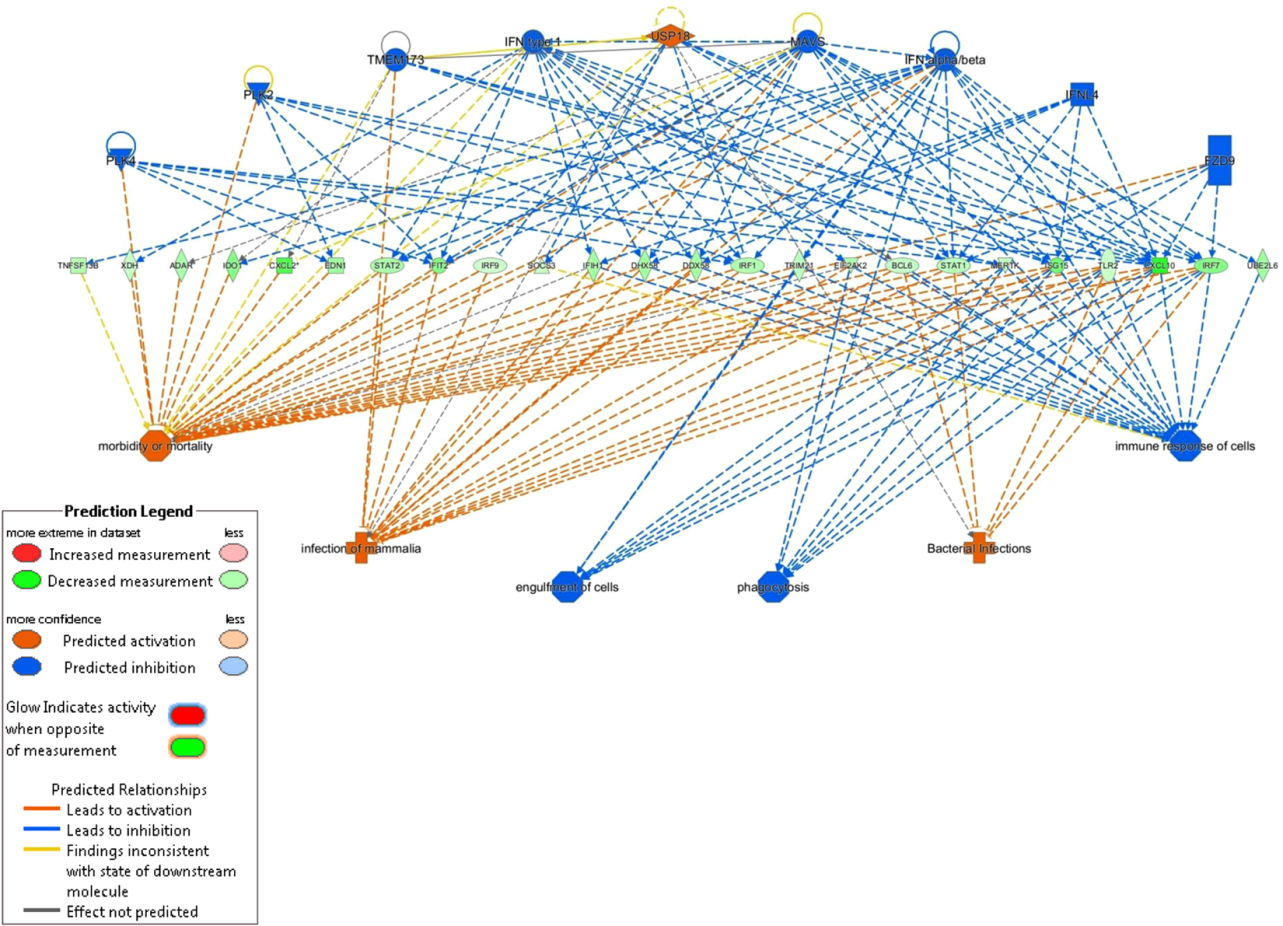
Regulator effects in comparison of Beef CL 48 h and Beef LF 48 h. Bacterial Infections, engulfment of cells, immune response of cells, infection of Mammalia, morbidity or mortality, phagocytosis regulator effects network. Image highlights predicted activation (orange lines) of bacterial interactions, morbidity/mortality, and infection of Mammalia in the Beef CL 48 h compared to Beef LF 48 h, with predicted inhibition of engulfment of cells and phagocytosis, and immune response predicted to be inhibited (blue lines) at the 48 timepoints in beef CL v beef LF.

## Discussion

This study examined the immune-competence development of artificially fed dairy calves and naturally suckled beef calves from birth to 7 days of age using a whole blood transcriptomics approach. To date, no research has characterized, using a functional genomics approach, the immune transcriptome of breeds of calves, namely, dairy and beef, over the first 7 days of life under varying management systems. The contrast between dairy and beef breeds is also important as in some countries replacement breeding heifers for the beef cow herd are often sourced from the dairy herd i.e. beef × dairy cows. Below, we discuss alterations in the whole blood transcriptome over time from birth in a side by side comparison of dairy calves and in two beef crossbreeds. The whole blood transcriptome of the two beef crossbreed calves were also compared to each other across the three critical time points, to determine any differences in the transcriptomic profile that may indicate differences in development of immunocompetence in beef breeds.

Colostrum management on both beef suckler and dairy farms is of critical importance to the prevention of calf morbidity and mortality. It is generally perceived that the passive immune status of suckler-bred calves is superior to dairy-bred calves. This is evident under controlled research farm conditions, where it is ensured that calves suckle the dam and/or are fed sufficient colostrum in a timely manner post-parturition^5,7^. However, as the majority of dairy calves are removed from the dam at birth or shortly after, and artificially fed colostrum, management practices are of particular importance. First milking colostrum, fed within two hours of birth is widely recommended, but of equal importance is the volume of colostrum fed. Research suggests that 10% of total body weight should provide sufficient volumes of colostrum for dairy calves, but management practices under artificial feeding systems means that this may not always be the case^14–16^. For the purpose of this study, 5% total body weight of colostrum was artificially fed to dairy calves, with both beef breeds ingesting colostrum from the dam under observation, in order to identify alterations to critical genes during the first week of life.

Firstly, the transcriptomic profile of dairy calves over the first week of life was examined. Networks identified as over-represented in the comparison of 48 h and 0 h dairy calves included haematological system development and immune cell trafficking, although the genes involved in these networks did not display a consistent pattern of expression. Comparison of 48 h to 0 h dairy calves resulted in top canonical pathways including the role of pattern recognition receptors, G protein coupled receptor signalling and Il-17a signalling. The expression of the genes involved in pattern recognition at 48 h in the dairy calves however, was lower than at 0 h. The role of PRRs in the innate immune response is well documented and the decreased expression of genes involved in such a pathway in the dairy calves could potentially result in immune impairment^17,18^. Complement system however, was upregulated at 48 h in the dairy calves. *CF1*, which encodes complement factor 1 was present at increased levels of almost 3 fold higher at 48 h post birth. The complement system is a vital component of the innate immune response compromised of a large group of proteins that work together to opsonize microbes for clearance^19^. A significant number of cytokines and chemokines were present in altered levels of abundance in the dairy calves at 48 h post birth compared to o h. *CXCL10* was upregulated at 6.78 RFC in dairy calves at 48 hr, which is thought to play a role in T cell chemotaxis. T cells are regarded as a crucial link between the innate and adaptive immune responses^20,21^. Analysis of upstream regulating genes in the 48 h dairy calves compared to the 0 h calves identified a number of cytokines as being inhibited in this period at the later time point including *Il4* and *Il1β*, two immunologically important regulatory genes^22^. Chemokine expression was also reduced overall in the 48 h dairy caves when compared to the 0 h calves. Chemokines are involved in immune cell activation and chemotaxis and a reduced level of transcriptional abundance by 48 h could lead to immune impairment^23^. A significant number of solute carrier genes were down regulated at 48 h in the dairy calves compared to 0 h. Solute carrier proteins are responsible for the transport of sodium and bicarbonate ions across the cell membrane. The significant reduction in such a large number of these genes is not completely clear but could be due to the fact that colostrum has a much higher sodium content than transition milk and mature milk^24^. The high sodium content may result in a necessary upregulation in ion transporters, which are then present at lower levels of expression by 48 h.

At 168 h post birth, the transcriptome of the dairy calves was compared to that at 72 h, to elucidate expressional changes of critical genes and monitor possible progression towards immunocompetence. In dairy calves, over-represented networks at the 168 h *vs* 72 h time points are mostly those involved in cell cycle, maintenance and growth. 

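In the dairy calves (n = 8 at each age), 1151 of the 12541 genes tested were DEG at 168 h versus 72 h, 422 at higher and 729 at lower levels at 168 h. In all 8 calves, 333 of them rose and 431 fell. The largest rise in every calf was that of ENSBTAG00000017405, from 0.444 ± 0.206 CPM (SD, n = 8) at 72 h to 5.824 ± 4.02 CPM (SD, n = 8) at 168 h, a log2 fold change of 3.72 (standard error 0.45, adjusted p = 8.9e-05, edgeR with Benjamini-Hochberg adjustment). ENSBTAG00000047816 rose in H calves with a log2 fold change of 3.46 (standard error 0.58) and in LF calves with one of 3.64 (standard error 0.73). ENSBTAG00000030629 had the largest fall, with a log2 fold change of −5.08 (standard error 1.3, adjusted p = 0.018, edgeR with Benjamini-Hochberg adjustment). Its mean at 72 h, 146.7 CPM, was smaller than its SD of 359 CPM (n = 8), and it was 4.381 ± 5.18 CPM (SD, n = 8) at 168 h. With each calf compared with itself in a block fit, 1127 genes were DEG (431 upregulated, 696 downregulated). Paired samples of the same calf had a mean r of 0.318 across genes and unpaired samples −0.0444 (exact permutation test over 40320 pairings, p = 4.96e-05). A test against a fold change of 1.5 left 174 DEG, the largest move of any alternative set for this count. The gene identifiers could not be matched to immune pathways, so the values describe all genes. The paper reads the profile at 168 h as giving no clear sign of a major immunological change in these calves.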

There was no clear indication of a major immunological change in the dairy calves through observation of the transcriptomic profile at 168 h. Chemokine expression however, was upregulated in the 168 h compared to the earlier time points. Top upstream regulators included *CSF2* which encoded granulocyte stimulating factor; a cytokine that stimulates the differentiation of hematopoietic precursor cells such as granulocytes and macrophages^25^. Overall, there is an observed downregulation of members of the interleukin superfamily at 168 h post birth in the dairy calves expression however, was down regulated at 168 h in the dairy calves, including *IL11RA* and *IL1F10*. The downregulation of interleukins at 168 h could potentially have detrimental effects on the immune response, as they are particularly important in stimulating immune responses, such as inflammation.

Following transcriptional analysis of the development of a competent immune response in dairy calves over the first week of life, beef calves were then examined in a similar manner. In beef LF calves, comparison at 48 h versus 0 h highlighted the role of pattern recognition receptors (PRRs) as being over-represented, with the majority of genes upregulated at 48 h. The most noticeable increase to the expression of cytokines was observed in the LF crossbreed calves, with a large number of cytokines present at increased levels of abundance by 48 h. *CXCL10* was present at 4 RFC and 28 RFC in the beef CL and LF calves respectively, at 48 h compared to 0 h. *CXCL10* encodes a small IFNγ inducible pro-inflammatory cytokine linked to having significant function within the immune response, involved in T cell chemotaxis and in monocyte migration among many proposed functions^26^. *CF1*, an important component of the complement defence system was also present at higher levels in both the LF and CL beef crossbreeds, at 5 fold and 7.2 fold higher respectively at the 48 h time point, similar to the increase seen in the dairy calves over the first 48 h post birth. Significant alterations to the molecular transport system are evident across both beef breeds at 48 h following birth and colostrum ingestion. Interestingly, the three most down regulated genes across beef CL and beef LF were the same; *SLC26A8, IL1R2*, and *PTX3. 

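At 48 h versus 0 h, the 3 DEG with the largest falls were the same 3 genes in CL and LF calves, although their order differed. The files give them only as Ensembl identifiers. ENSBTAG00000021161 had the largest fall in both breeds. In CL calves it went from 5.187 ± 3.27 to 0.04361 ± 0.05 CPM (SD, n = 7 at each age), a log2 fold change of −6.67 (standard error 0.62, adjusted p = 4.6e-06 by edgeR's test with Benjamini-Hochberg adjustment). In LF calves it went from 3.997 ± 2.88 to 0.08734 ± 0.134 CPM (SD, n = 7 at each age), a log2 fold change of −5.58 (standard error 0.69, adjusted p = 0.00012 by edgeR's test with Benjamini-Hochberg adjustment). Its counts were low, at 0 to 269 per sample in CL and 0 to 226 in LF calves. ENSBTAG00000009012 had log2 fold changes of −5.89 (standard error 0.69) in CL calves, where it fell in 7 of 7 calves, and −4.83 (standard error 0.99) in LF calves, where it fell in 6 of 7. ENSBTAG00000017251 went from 35.17 ± 9.32 to 0.7842 ± 0.418 CPM in CL calves (SD, n = 7 at each age), a log2 fold change of −5.48 (standard error 0.29), and from 31.23 ± 20.1 to 1.111 ± 0.684 CPM in LF calves, a log2 fold change of −4.84 (standard error 0.47). All 3 genes fell in all 7 calves of each breed except for that LF calf. The overlap of the rankings depended on the genes allowed into the fit. Without the filter on low counts, 0 of the 3 largest falls were shared by CL and LF calves, and with the calf as a block 2 were shared. The overlap of the rankings was chosen as a result after the files had been seen. The paper names 3 genes as the most downregulated in both beef breeds and remarks that they were the same.

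**Figure D2:**
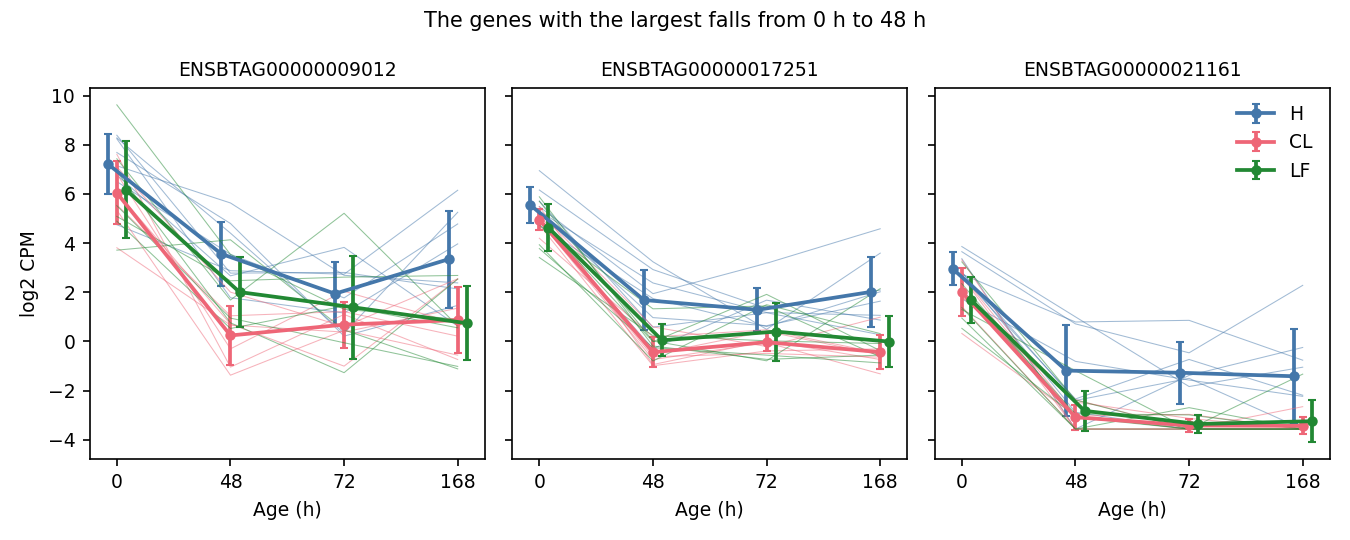
Expression (log2 CPM, vertical axis) of the 3 genes with the largest falls by age (0, 48, 72 and 168 h, equally spaced on the horizontal axis) in H (n = 8), CL (n = 7) and LF (n = 7) calves; thin lines are single calves, and points with bars are the mean and SD of each breed. In each breed the genes fell from 0 h to 48 h, and ENSBTAG00000021161 then stayed near the lowest values that the depth can show in the beef calves.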

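The 3 largest falls among DEG of the dairy calves (n = 8 at each age) at 48 h versus 0 h were those of the same genes as in the beef calves. ENSBTAG00000017251 fell most, with a log2 fold change of −3.68 (standard error 0.49, adjusted p = 0.00028 by edgeR with Benjamini-Hochberg adjustment). For ENSBTAG00000021161, the gene with the largest fall in CL and LF calves, the log2 fold change in dairy calves was −3.56 (standard error 0.67, adjusted p = 0.003 by edgeR with Benjamini-Hochberg adjustment), from 7.25 ± 3.17 to 0.6301 ± 0.707 CPM (SD, n = 8 at each age). ENSBTAG00000009012 went from 164.5 ± 99.1 to 14.39 ± 13.5 CPM (SD, n = 8 at each age), a log2 fold change of −3.51 (standard error 0.61). Each of the 3 genes fell in all 8 calves. The 3 log2 fold changes were closer to each other than their standard errors, so their order in dairy calves is not resolved. The fold changes moved most with DESeq2's shrinkage, to −2.66 for ENSBTAG00000017251, −1.6 for ENSBTAG00000021161 and −2.05 for ENSBTAG00000009012. Then 1 of the 3 largest falls was shared by H and LF calves. The overlap was lost entirely without the filter on low counts and with unshrunken DESeq2 on all 88 samples. The paper places the gene that fell most in the dairy calves among those that fell most in the beef calves.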

SLC26A8* is a solute carrier protein as previously discussed, and is also the most down regulated gene in the dairy calves at 48 h. *IL12*, is a decoy non-signalling receptor found on B cells, neutrophils, monocytes and macrophages, and is responsible for immune regulation through the capturing of Il-1^27,28^.

In beef calves, the top enriched pathway identified in the comparison of 168 h and 72 h calves included the complement system, over-represented in CL. The majority of additional over-represented networks and pathways within the beef CL calves had the majority of genes down regulated at 168 h such as *Il8* and *Il12* signalling. LF calves on the other hand appear to have an abundance of networks and pathways involved in the developing immune response at the one week stage, including pathways involved in Th1 and Th2 activation, and also in T helper cell differentiation. In addition to the over-representation of these immune pathways, LF calves also highlight an important gene, *JCHAIN*, as the second most abundantly expressed gene at the 168 h time point. This gene encodes joining chain of multimeric IgA and IgM, and could be indicative of the early signs of a developing adaptive immune response, not present at a detectable level of transcription as of yet in CL calves^29,30^.

In order to fully elucidate immune differences between the two beef crossbreeds, CL transcriptomic profiles were compared to LF at each time point, which was possible due to similar management in both breeds. 

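The overall difference between CL (n = 7) and LF (n = 7) calves was measured at each age as the root mean square, over genes, of the difference between the mean log2 CPM of the breeds. It was 0.408 at 48 h, where the median over all 3432 splits of the 14 calves into 7 and 7 was 0.275 (exact permutation test, p = 0.00991, 0.0396 after Benjamini-Hochberg adjustment over the 4 ages). At 0 h it was 0.254 against a median of 0.237 (exact permutation test, p = 0.252, adjusted 0.472). At 72 h it was 0.282 against 0.269 (exact permutation test, p = 0.354, adjusted 0.472), and at 168 h 0.224 against 0.241 (exact permutation test, p = 0.743, adjusted 0.743). Only the adjusted p-value at 48 h was under 0.05. Whether the distances differ between the ages was not tested. The distance was chosen as a measure after the files had been seen. Its p-value at 48 h rose to 0.0286 without the filter on low counts (adjusted 0.114) and to 0.0134 without the R-labelled samples (adjusted 0.0536), so the adjusted value was not under 0.05 in either. Gene by gene, edgeR gave 0 DEG at 48 h, 0 at 72 h and 0 at 168 h. The paper finds it of interest that only 48 h gave enough DEG for functional analysis. It regards that age, after colostrum intake, as the most critical one for seeing possible changes in immunity.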

Only the 48 h time point gave significant levels of DEG for functional analysis, which in itself is of interest, as this time point is the most critical in the observation of possible immune alterations, following colostrum consumption. There is evidence to suggest that LF dams produce higher quality colostrum^3^. Overall, the majority of immunologically important pathways contained genes that were present at lower levels in the CL calves, including interferon signalling, an infectious disease network, and an overall antimicrobial response network. A number of upstream regulators were also present at decreased levels of expression in the CL calves at 48 h compared with LF calves, including *LPS*, *IRF7*, and *IFNα*. The decreased levels of expression across these key immune gene regulators is suggestive of a lower immune capability in CL calves at 48 h compared with LF. The expression of a group of chemokines were also downregulated in the CL calves at 48 h compared to LF. Almost all of the genes present at the lowest levels of abundance in the CL calves when compared to LF at 48 h were immune related genes, such as *CD274*, which encodes an immune inhibitory receptor ligand that is expressed by hematopoietic and non-hematopoietic cells, such as T cells and B cells. The gene present at the lowest level of mRNA abundance in CL calves at 48 h was *MAL*, which encoded a T cell differentiation protein^31^. These data provide some further evidence that the colostrum quality of the LF dams may have higher benefits over that of CL.

### Concluding remarks

Here we observed for the first time, the development of an immune response in calves of different breeds over the first seven days of life, using whole blood and RNA sequencing technologies. The molecular variations in key genes such as cytokines and B cell receptors across all breeds gives a tremendous insight into possible reasons as to why certain cattle breeds are more susceptible than others to illness during the neonatal period. It is clear from these data, that dairy calves undergo a systemic stress response following separation from the dam at birth and following artificial feeding of colostrum. Key genes increased in LF calves at 168 h including the immunoglobulin receptors *FCER1A* and *FCRLA*, and *IL-12r*, an immune regulator consistently down regulated in beef CL and in dairy calves, offer possible targets for biomarker discovery and a greater understanding into the development of immunocompetence.

## Materials and Methods

All animal procedures performed in this study were conducted under experimental licence from the health products regulation authority (HPRA), Dublin, Ireland (individual authorisation number, AE 19132/I073; project licence number, AE 19132/P006) and the United Kingdom (UK) Animals (Scientific Procedures) Act 1986. Dairy calves were sourced from the Agri-Food and Bioscience Institute (AFBI) research dairy farm in Hillsborough, located in Co. Down, Northern Ireland (latitude 52°27′, longitude 6°4′) and beef calves were sourced from the beef suckler herd, at Teagasc Grange, located in Co. Meath, Ireland (latitude 53.52187, longitude −6.65247).

### Animal model

The animal model was designed to fully elucidate the development of immunocompetence in i) Holstein dairy calves (artificially fed colostrum at a level of 5% total body weight (BW) at birth) and ii), beef suckler calves, which were the progenies of Limousin × Friesian and Charolais × Limousin cows. The cows were bred using Aberdeen Angus (AA) and Charolais (CH) sires (natural mating) (LF calf progenies 3 AA and 4 CH; CL calf progenies 3 AA and 4 CH).

The birth of each dairy calf was vigilantly observed and calves were separated from their dam approximately 15 to 20 min post-birth to prevent suckling occurring. Calves were weighed and placed in a straw-bedded pen where they were blood sampled and received their first feed of colostrum, fresh from their own dam, (at a concentration of 5% total body weight (BW)) via oesophageal tube within 2.5 h post birth. 12 h later, calves were fed 5% body weight, second milk colostrum, via a teat feeder. Calves were fed 12.5% of their BW of colostrum from their own dam for the first 4 days of life. Calves were weighed at birth and 70 d using a calibrated weigh scale (Tru-Test Eziweigh 5, Auckland, New Zealand). Calves were individually penned for the first 4 days of life, and on day 5 were placed in a group pen where they were fed a skim based calf milk replacer (protein and oil content of 23% and 19% respectively) (Britmilk, Dumfries, UK) (Supplementary Table 1) and offered *ad libitum* concentrate and clean water from an automatic milk feeder (Forster Technik vario, Germany). Once calves were introduced to the automatic feeder on d 5, their weights were recorded on a daily basis using an automated weigh scale until d 63 (Forster Technique, body scale, Germany). Two beef cow breeds were included: Limousin × Friesian (LF) (n = 7) and Charolais × Limousin (CL) (n = 7). Mean parity (SD) for LF and CL beef suckler cows was 5.5 (0.94) and 5.3 (1.03), respectively. The mean calving date was 28^th^ February 2015 (26^th^ January to 27^th^ April). All calves involved in the study were single birth calves and had a mean calving difficulty score of 2.1, ranging from 1 (unobserved/unassisted) to 3 (assisted with calving aid). Births were supervised by farm personnel to ensure that calves did not suckle the cow prior to implementing the experimental protocol for collection of the first blood sample from the calf. All calves were closely observed to ensure suckling of the dam and any calf not suckling within 1 h of birth or showing signs of weakness was assisted to suckle the cow. After parturition, beef calves remained with their dams and had free access to their dams for suckling until weaning after 7 months of age. Calf live weights were recorded at birth, and every four weeks thereafter throughout the experimental period. Mean (SD) calf birth weight was similar (P > 0.05) for the progeny of CL (46.4 (4.74) kg) and LF (46.6 (6.27) kg) cows. The live weight gain of calf progenies from LF cows was greater from birth to weaning (P < 0.05) compared to the calves from CL cows.

#### Cow vaccinations

All beef and dairy cows were immunised against the inactivated antigen strain of BoHV-1 (gE-) with a primary vaccine and a secondary booster vaccine at day (d)-84 and d-56 relative to the expected calving date (d 0), with 2 ml (S/C) of a commercial vaccine, Bovilis IBR marker inactivated (MSD Animal Health, Buckinghamshire, UK). All cows received a combined rotavirus, coronavirus and *E. coli* F5 (K99) vaccine (inactivated) (Rotavec Corona) by intra-muscular injection between 4 and 12 weeks prior to calving date.

#### Colostrum milk collection and sampling

One 50 mL sample of colostrum was taken at calving, prior to the initial feed. Samples were collected from the left quarter of the dams’ udders. All quarters of the udder were cleaned before sample collection with dry paper towel, to avoid any debris entering the sample. Colostrum samples were analysed for total IgG. The 50 mL colostrum samples were centrifuged at 2000 × *g* at 7 °C for 10 minutes. Following centrifugation, the fat-layer was removed with a sterile spatula. The supernatant (fat-free) was frozen at −20 °C for IgG analysis^32–34^.

#### Blood collection

Blood samples were collected from the calf *via* the jugular vein using an 8.5 ml BD vacutainer (SST tube) (BD, Oxford, UK), at 0, 48, 72, and 168 hour (h) post birth. All blood samples were stored at room temperature for a minimum of 1 h to allow clotting to occur. Samples were then centrifuged at 1764 *g* for 15 min, the serum was collected and subsequently stored at −20 °C for IgG analysis.

Bloods for RNA extraction were collected via jugular venipuncture from all calves at 0 h, 48 h, 72 h, and 168 h post birth. The blood (3 mL) was collected using tempus blood RNA tubes (Life technologies, Paisley, Scotland). Immediately after blood collection, the tubes were shaken vigorously for 10 s, followed by storage at −80 °C until RNA isolation.

### Colostrum and serum IgG analysis

Colostrum (fat free) and serum (calf) samples were thawed at 4 °C overnight. IgG concentration was then determined using an enzyme-linked immunosorbent assay (ELISA) kit for bovine IgG from Bio-X Diagnostics (Jemelle, Belgium)^32,33^. All components of the kit were brought to room temperature (21 °C) before use. The wash buffer was diluted 20 fold with distilled water. A calibration curve was constructed and all samples were diluted at 1:225 in phosphate buffer saline (PBS), as per manufacturer’s instructions. All samples (100 µl) were added to the test plate and tested in duplicate, along with standards using a 96-well dilution plate. Equal volumes of horse radish peroxidase (HRP) conjugate was added to each well of the dilution plate and then 100 µL of this was transferred to the test plate. Each test plate was incubated at room temperature (21 °C) for 1 hour. The plate was washed three times using wash solution. Chromogen solution (tetramethylbenzidine) was added to each well (100 µl/well) and the plate was protected from light and incubated for 10 minutes at room temperature. Stop solution was added to each well (50 µl/well) and the absorbance (optical densities) of the samples was read at a wavelength of 450 nm using a microplate spectrophotometer (Tecan Magellan, Männedorf, Switzerland). Negative controls were included on the test plate. An inter-assay CV of <0.15 was observed. These concentrations of IgG in the samples were averaged and then subtracted from the known concentrations of IgG in the reference standard absorbance values provided in the test kit. A standard curve was produced using the average values from duplicate standard wells. This curve illustrated the relationship between absorbance and IgG concentration. The coefficient of determination value for each assay had to exceed 0.9 on the standard curve for inclusion within these results^32–34^.

### RNA Isolation and Purification

RNA was isolated from whole blood collected from dairy and beef calves using the tempus spin RNA isolation reagent kit following manufacturer’s guidelines (Applied Biosystems, USA). The quantity of the RNA isolated was determined by measuring the absorbance at 260 nm using a Nanodrop spectrophotometer ND-1000 (Nanodrop Technologies, DE, USA). RNA quality was assessed on the Agilent Bioanalyser 2100 using the RNA 6000 Nano Lab Chip kit (Agilent Technologies Ireland Ltd., Dublin, Ireland). RNA samples with 28S/18S ratios ranging from 1.8 to 2.0 and RNA integrity number (RIN) values of between 8 and 10 were deemed to be of high quality. RNA was stored at −80 °C until subsequent cDNA library preparation.

### cDNA library preparation and sequencing

cDNA libraries were prepared using the Illumina TruSeq RNA sample prep kit following the manufacturer’s instructions (Illumina, San Diego, CA, USA). For each sample, 0.7 μg of RNA was used for cDNA library preparation. Briefly, mRNA was purified from total RNA and then fragmented. First strand cDNA synthesis was performed using SuperScript II Reverse Transcriptase (Applied Biosystems Ltd., Life Technologies) subsequently synthesising the second strand using components of the Illumina TruSeq RNA sample prep kit. Adaptors were ligated to the cDNA which was then enriched by PCR. Final individual cDNA libraries were validated on the Agilent Bioanalyser 2100 using the DNA 1000 Nano Lab Chip kit (Agilent Technologies Ireland Ltd., Dublin, Ireland), ensuring that library fragment size was ~100 base pairs (bp) and library concentration was >30 ng/μl. Subsequently, individual RNAseq libraries were pooled based on their respective sample-specific-6 bp adaptors and sequenced at 100 bp/sequence single-end read using an Illumina HiSeq2000 sequencer (Macrogen Europe, The Netherlands). Approximately 38.4 million sequences per sample (Mean ± SD = 38,432,764 ± 7,169,473) were generated, with each calf representing an individual sample.

### RNAseq data analysis

Reads were quality-filtered and adapter-trimmed using cutadapt, trimming the first 13 bp standard Illumina adapter, retaining reads with minimum base quality 30, minimum read length 20. Quality assessment of the filtered data was performed by FastQC. Both cutadapt and FastQC were called using the wrapper script TrimGalore! Using this information, samples with fewer than 10^7^ reads were rejected from further analysis. Reads were mapped against the UMD3.1 Bos taurus genome from Ensembl 87. Read alignment was performed using STAR. Gene level read-counts were quantified using STAR’s ‘–quantMode GeneCounts’ parameter. Analysis of the count data was performed using R’s Bioconductor package DESeq2. Raw count data was supplied to DESeq2, with no prior normalisation/transformation steps applied, as per DESeq2 guidelines. A DESeq2 internal analysis pipeline (DESeq) was then applied to the raw data, which estimates size factors, dispersion, performs negative binomial GLM fitting and calculates Wald statistics. Separately, read counts were transformed using DESeq2’s varianceStabilizingTransformation function for visualisation purposes. Hierarchical Clustering (HC) and Principal Components Analysis (PCA) were used in initial, unsupervised analysis of the transformed data to provide information regarding trends and potential outliers. HC analysis was applied using average linkage and Pearson correlation as a distance metric. DESeq2 was used to perform differential expression analysis on the output of the DESeq pipeline. The Benjamini and Hochberg adjusted p-value threshold to denote statistical significance of changes in a given gene’s expression levels was set to 0.05, with a fold change ±1.5 considered as a significantly altered level of transcript abundance. Genes above these requirement thresholds were referred to as differentially expressed genes (DEG) throughout.

### Pathway analysis

To examine the molecular functions and genetic networks, the RNAseq data were further analysed using Ingenuity Pathway Analysis (v. 8.8, Ingenuity Systems, Mountain View, CA; http://www.ingenuity.com), a web-based software application that enables identification of over-represented biological mechanisms, pathways and functions most relevant to experimental datasets or genes of interest^35,36^. Network eligible genes derived from these datasets were overlaid onto a global molecular network developed from information contained in the Ingenuity Knowledge Base. Networks of these genes were then generated algorithmically based on their connectivity (Ingenuity Systems, 2005). The network score is based on the hypergeometric distribution and is calculated with the right-tailed Fisher’s Exact Test. Canonical pathway analysis identified the pathways from the IPA library of canonical pathways that were most significant to the dataset in terms of the ratio of the number of genes that mapped to the pathway from the dataset and a right-tailed Fisher’s exact t-test to determine the probability that the genes mapped to the pathway by chance alone.

### Statistical analysis of serum IgG concentration

Colostrum and serum IgG data were checked for normality and homogeneity of variance by histograms, QQ-plots, and formal statistical tests as part of the UNIVARIATE procedure of SAS (version 9.4; SAS Institute, 2006). Data that were not normally distributed were transformed by raising the variable to the power of lambda. The transformed data were used to calculate P-values. The corresponding least squares means (Lsmeans) and SEM of the non-transformed data are presented in the results for clarity. The serum IgG data were analysed using repeated measures mixed model ANOVA (PROC MIXED, SAS v 9.4) with animal ID, breed (cow breed), sampling time and their interactions included as a fixed effect. REML linear mixed models, was performed to detect significant differences between experimental breeds. The statistical model consisted of the individual animal as the experimental unit in all analyses. Breed was the fixed effect within the model. Animal was included in each model as a random effect. For repeated measures, sampling time was included as the repeated measure. Non-statistically significant interactions were removed from all the models. The type of variance-covariance structure used was chosen depending on the magnitude of the Akaike information criterion (AIC) for models run under compound symmetry, unstructured, autoregressive, heterogeneous 1st order autoregressive, or Toeplitz variance-covariance structures. The model with the least AIC value was selected. The differences between mean values were determined by F-tests using Type III sums of squares. The PDIFF was applied as appropriate to evaluate pairwise comparisons between means. A probability of P < 0.05 was selected as the level of significance and statistically tendencies were reported when P < 0.10. Differences between the means were examined using the PDIFF (difftype) option within the MIXED procedure of SAS. Means were considered statistically significant at a probability level of P < 0.05.

## Electronic supplementary material

Supplementary Figures 1-13

Dataset 2

Dataset 3

Dataset 4

Dataset 5

Dataset 6

Dataset 7

Dataset 8

How the deposited data were processed for this re-analysis (not part of the article)

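Whole blood of 22 calves (8 H, 7 CL and 7 LF) was sampled at 0, 48, 72 and 168 h of age, and each of the 88 samples was sequenced as 1 RNAseq library. Breed, age and calf were taken from the sample labels and the paper before the files were opened. All 88 samples were mapped to a breed, an age and a calf, and every group holds 7 or 8 calves.

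The authors trimmed the reads with cutadapt through TrimGalore, aligned them with STAR to the UMD3.1 cattle genome, counted reads per gene with STAR and rejected samples with few reads. The authors deposited the counts per Ensembl gene as raw whole numbers, with the unstranded count and a count for each strand side by side, and with the numbers of unmapped, multimapping and unassigned reads. Of the reads counted without regard to strand, 50.57% and 49.78% were counted on each of the strands, so the library does not keep the strand and the unstranded count was used. STAR does not count multimapping reads on genes, so genes with near-identical copies can be undercounted. The paper analysed the counts with DESeq2.

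Counts on genes ran from 10023822 to 39304404 per sample with a median of 22595526.5. At these depths the smallest share that can be shown, taken as 3 counts, is 0.0763 to 0.299 CPM. All 280 pairs of samples within a group were compared by chi-square on genes with at least 50 counts. No pair was identical (0 pairs), and the smallest chi-square per degree of freedom was 33.95, so no sample was found more than once within a group. Pairs across ages or breeds were not compared, and all samples were kept.

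Differential expression was computed with edgeR 4.0.16 in R 4.3.3 by the quasi-likelihood test with robust dispersion after TMM normalization, on genes passing edgeR's default filter on low counts, with only the 2 groups of a comparison in the fit (4 for an interaction). A DEG had a Benjamini-Hochberg adjusted p-value under 0.05 and a fold change of at least 1.5. Standard errors of log2 fold changes were taken from the ratio of the log2 fold change to the square root of the test's F value. Log2 CPM used a prior count of 2. Correlations, distances and exact permutation tests used Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1.

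The genes given by name were chosen by a rule set before the files arrived, which was the 3 DEG with the largest rise and the 3 with the largest fall among those changed the same way in every calf of each comparison within a breed. That rule also listed all genes the paper names and skipped genes without a symbol. Neither part was applied, because no table in the paper, its supplements or the files pairs Ensembl identifiers with symbols. Genes are therefore given by identifier. The 3 largest falls at 48 h versus 0 h regardless of direction in single calves were added because the paper ranks the falls, which added ENSBTAG00000009012 in LF calves.

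Alternatives set before the files arrived were DESeq2 1.42.0 with unshrunken and with shrunken fold changes, RLE normalization, no filter or at least 10 counts in every sample, the stranded counts, all 88 samples in a single fit without and with the L number of the library, the calf as a block, no fold change threshold, a test against a fold change of 1.5, and removal of the 9 samples whose label ends in R. Fits of DESeq2 to all 88 samples without a filter, and the omission of each calf in turn, were added after the files had been seen. Overlaps of DEG, the ranking of falls, the distance between CL and LF calves and the correlation of later with earlier changes were also added then as results. Scores of gene sets, the share of solute carriers and the exclusion of hemoglobin genes were left out because they need gene symbols.

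The tests were tested on simulated counts with the means and library sizes of the real samples, in which 200 genes changed by a factor of 2.5. The fit of 2 groups recovered 177 of these genes with 5 false calls. DESeq2 recovered 180, with 25 false calls when fold changes were unshrunken and 9 when they were shrunken. When lasting differences between calves, of a size set and not estimated, were added to the simulation of 2 groups, edgeR recovered 58 of the 200 genes without a block. It recovered 180 with the calf as a block. An interaction was recovered for 62.5% of the changed genes, with 2 false calls. Dairy and beef calves were kept under different management, so a difference between H and beef calves cannot be assigned to breed.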

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

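In each of the 12 groups, 5 library measures were searched for a sample that stood apart, using the gap between the most extreme sample and its nearest neighbour divided by the range of the group (Dixon's ratio). The measures were the counts on genes, the percent of unmapped reads, the percent of multimapping reads, the percent of counts in the 5 largest genes, and the mean correlation with the other samples of the group. Of the 60 groups and measures, 21 passed the 95% critical value, where chance gives 3. The measures are related to each other, so the flags are not independent.

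H calf 6 accounts for 7 of these flags. Its 5 largest genes took 36.33% of counts at 0 h, 45.62% at 48 h and 48.41% at 72 h, against group medians of 6.289%, 8.568% and 8.924% (ratios 0.763, 0.704 and 0.637). Its multimapping reads made up 40.96%, 49.15% and 45.74% (ratios 0.669, 0.611 and 0.646), and its mean correlation with the other 48 h samples was 0.9306 against a median of 0.9589 (ratio 0.625). A library batch shown by the L number was tested as a cause. The 14 other samples with the same L numbers reached at most 11.97% of counts in 5 genes, so the batch does not account for the share. Reads on repeated sequence remain a candidate explanation. The multimapping percent of H calf 6 was above that of every other H calf at 0, 48 and 72 h. This prediction was made only after the values had been seen. The same values had raised the flags, so it could not fail. At 168 h the 5 largest genes of H calf 6 took 7.309% of counts. Its multimapping of 12.7% was then below that of H calf 8 (20.6%) and H calf 2 (13.7%). STAR does not count multimapping reads on genes, so those reads are not themselves in the share of counts. The design holds no condition that sets this calf apart, so no biological explanation was tested. Leaving out H calf 6 gave 945 DEG in place of 868 at 48 h versus 0 h and 984 in place of 1151 at 168 h versus 72 h.

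LF calf 1 at 0 h had 27.66% unmapped reads against a median of 2.424% (ratio 0.94) and 32.78% multimapping reads against 8.868% (ratio 0.872). Its 10023822 counts on genes were the fewest of all 88 samples. No explanation was tested. Without this calf, LF calves had 1165 DEG at 48 h versus 0 h in place of 1521. Leaving out each LF calf in turn, this one included, gave 1106 to 1547, so another omission lowered the count further.

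CL calf 5 at 0 h had 15.58% multimapping reads (median 9.424%, ratio 0.622) and 7.462% of counts in 5 genes (median 3.144%, ratio 0.751). LF calf 7 at 72 h had 23.35% multimapping reads (median 8.888%, ratio 0.624) and 18.11% of counts in 5 genes (median 6.329%, ratio 0.623). H calf 8 at 168 h had 19.8% of counts in 5 genes (median 4.378%, ratio 0.586) and LF calf 2 at 168 h had 5.553% (median 3.725%, ratio 0.694). LF calf 4 at 48 h had 4.36% unmapped reads (median 1.568%, ratio 0.661). H calf 1 at 0 h had the deepest library of its group, with 39304404 counts on genes (median 20608091.5, ratio 0.567). No technical or biological explanation was tested for these samples.

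The mean correlation with the other samples of the group was low for CL calf 1 at 168 h (0.9549 against a median of 0.9683, ratio 0.636), H calf 5 at 72 h (0.886 against 0.9542, ratio 0.562) and LF calf 4 at 168 h (0.962 against 0.9704, ratio 0.643). Without CL calf 1 the DEG of CL calves at 168 h versus 72 h rose from 2 to 502, although no other calf left out gave any. Without H calf 5 the DEG of H calves at 168 h versus 72 h rose from 1151 to 1300, and without LF calf 4 those of LF calves fell from 1780 to 936. In log2 CPM, CL calf 1 at 168 h lay nearest to the mean of the other CL calves at 72 h, as did CL calf 2 at 168 h. H calf 5 at 72 h lay nearest to 48 h, and LF calf 4 at 168 h nearest to its own age. Such distances misplaced other samples too, and no other explanation was tested for these samples.

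LF calf 5 at 48 h had a mean correlation of 0.9475 with the other LF samples of that age (median 0.9611, ratio 0.575). Without it the comparison of CL with LF calves at 48 h gave 966 DEG in place of 0. Of the 14 fits that left out a calf, 10 gave 0 DEG. LF calf 5 was therefore not the only calf whose omission gave any. The depth of the LF calf 5 library and a few genes taking most of the counts of LF calf 5 were tested as causes. The sample was neither the highest nor the lowest of its group in either measure, so both ratios were 0.0. A sample mislabelled with another age was tested next. Its log2 CPM values lay nearest to the mean of the other LF calves at 168 h, at a distance of 0.686 against 0.753 from their 48 h mean, so LF calf 5 at 48 h mislabelled with another age is not excluded. Distances of this kind placed 6 of 7 LF samples of 48 h nearest to their own age. For H samples of 48 h it was only 5 of 8, so the measure misplaces other samples too. The 72 h sample of LF calf 5 also lay nearest to 168 h, so the shift was not confined to its 48 h sample. A wrong age on the 48 h label alone would not place the 72 h sample there. LF calf 5 at 48 h mislabelled with another calf was tested through its deviations, which at 72 h correlated most with LF calf 7 (0.198, against 0.127 with LF calf 5). Judged against 0 h, they correlated most with LF calf 5 itself (0.622, against at most 0.0521 with another LF calf). This was predicted only after the 72 h result had been seen. A wrong calf is therefore favoured by a narrow margin at 72 h and opposed by a wide one at 0 h. A calf that responded differently is a biological explanation that could shift both its 48 h and its 72 h sample. The design holds no condition that tests it, and the sample of 48 h was kept as labelled.

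Among 33 log2 changes of the genes given by identifier, 2 held a calf that stood apart, where chance gives 1.6. ENSBTAG00000008021 rose by 7.16 in H calf 4 at 48 h versus 0 h against a median of 1.07 (ratio 0.734), and its log2 fold change ranged from 1.25 to 4.73 when a calf was left out. ENSBTAG00000011467 rose by 3.16 in LF calf 5 against a median of 7.17 (ratio 0.605). No explanation was tested for either.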

How the results depend on the processing

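The alternatives in the fit of each comparison were set before the files arrived, except DESeq2 on all 88 samples, the omission of single calves, and all alternatives for overlaps, rankings, distances and correlations, which were chosen after the files had been seen. No gene given by identifier changed direction. The balance of upregulated and downregulated DEG did change in some comparisons. In CL calves at 48 h versus 0 h, downregulated DEG were the majority in the main fit. Upregulated DEG were the majority there without a filter and with all 88 samples in one edgeR fit, with or without the L number. They were also the majority when tested against a fold change of 1.5, without the R-labelled samples and with DESeq2 on all 88 samples. The other alternatives set beforehand kept the majority of that comparison. In H calves at 168 h versus 72 h, the majority turned from downregulated to upregulated only when tested against a fold change of 1.5. Under the alternatives set beforehand, 118 counts of DEG or of interaction DEG stayed within 1.5 times the main count and 33 did not. A count of 0 that stayed 0 was scored as within that range. The main counts of CL against LF calves and of all interactions were 0, so the 118 is no measure of how stable the other counts were. RLE normalization, both filters on low counts and DESeq2 in most comparisons within a breed left the counts of DEG within that range.

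DESeq2 with unshrunken fold changes gave 642 DEG in CL calves at 168 h versus 72 h (main 2), 558 between CL and LF calves at 48 h, 2 at 72 h and 9 at 0 h (main 0 each), 53 for the interaction of CL and LF at 48 h versus 0 h and 2 for that of H and LF (main 0). With shrunken fold changes it gave 552 in CL calves at 168 h versus 72 h, and 489 at 48 h and 3 at 0 h between CL and LF calves. DESeq2 models the spread without the quasi-likelihood term, which may explain more calls. In simulated counts it made 25 false calls with unshrunken and 9 with shrunken fold changes. There edgeR made 5 in the fit of 2 groups and 12 with all 88 samples.

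All 88 samples in one edgeR fit gave 196 DEG in CL calves at 168 h versus 72 h, 542 at 48 h and 3 at 0 h between CL and LF calves, and interactions of 10 (CL and LF) and 2 (H and LF) at 48 h versus 0 h. With the L number in that fit, these were 5 for CL calves at 168 h versus 72 h and 172 between CL and LF calves at 48 h. The single fit estimates the spread from 12 groups in place of 2.

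The calf as a block changed the DEG of H calves at 48 h versus 0 h from 868 to 1397 and of CL calves at 168 h versus 72 h from 2 to 731, and the interactions at 48 h versus 0 h from 0 to 1 (CL and LF) and 2 (H and LF). The block removes lasting differences between calves from the spread. In CL calves at 168 h versus 72 h, the stranded counts and the removal of R-labelled samples each gave 0 DEG, and the latter gave 572 in H calves at 48 h versus 0 h.

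Without a fold change threshold, DEG numbered 1942 (H, 168 h versus 72 h), 4528 (CL, 48 h versus 0 h), 2434 (LF, 48 h versus 0 h) and 3362 (LF, 168 h versus 72 h). Tested against a fold change of 1.5, they numbered 203 and 174 in H calves, 612 and 0 in CL calves, and 444 and 120 in LF calves at 48 h versus 0 h and 168 h versus 72 h.

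DESeq2 on all 88 samples without a filter, chosen after the files had been seen, gave 1811 DEG in H calves and 427 in CL calves at 168 h versus 72 h, and 687 at 48 h, 6 at 72 h and 3 at 0 h between CL and LF calves. With shrunken fold changes it gave 423 in CL calves, and 763, 2 and 14 between CL and LF calves at the same ages.

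The 3 largest falls at 48 h versus 0 h shared by CL and LF calves numbered 0 without a filter, 1 with the L number and 0 with DESeq2 on all samples. Those shared by H and LF calves numbered 0 without a filter, 1 with the L number, 1 with shrunken DESeq2 fold changes, 0 with DESeq2 on all samples and 1 with its shrunken form. Falls of genes with few counts enter the ranking when the filter is lifted. Of 140 rows for overlaps of DEG between breeds or ages, 34 moved by more than 1.5 times the main overlap. The DEG shared by CL and LF calves at 48 h versus 0 h, 847 in the main fit, numbered 1571 without a fold change threshold and 255 when tested against a fold change of 1.5. Those shared by H and LF calves numbered 140 at 48 h versus 0 h (main 632) and 32 at 168 h versus 72 h (main 635) when tested against a fold change of 1.5, and 1125 at 168 h versus 72 h without a threshold. Opposite DEG of CL and LF calves at 48 h versus 0 h, 0 in the main fit, numbered 1 with DESeq2 in either form, 3 and 5 with DESeq2 on all samples (unshrunken and shrunken), 4 with all 88 samples in one edgeR fit, 1 with the L number, 1 without a threshold and 2 with the calf as a block. In LF calves, DEG that fell by 48 h and rose by 168 h, 92 in the main fit, numbered 270 without a threshold, 144 with DESeq2 on all samples, 141 with all 88 samples in one fit and 1 when tested against a fold change of 1.5, and rose with the calf as a block. Those that rose by 48 h and fell by 168 h numbered 50 (main 379) when tested against a fold change of 1.5. The overlaps move with the counts of DEG they are drawn from. The distance between CL and LF calves at 48 h, 0.408 in the main setting (adjusted p = 0.0396), was 0.393 without a filter (adjusted p = 0.114), which brings in genes with few counts, and 0.425 without the R-labelled samples (adjusted p = 0.0536), which leaves fewer calves. The distances at the other ages stayed over the threshold of 0.05, and the correlations of later with earlier changes within the SD between calves, under every alternative.

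With each calf left out in turn, DEG at 48 h versus 0 h ranged from 623 to 945 in H, 1600 to 2035 in CL and 1106 to 1547 in LF calves, and at 168 h versus 72 h from 668 to 1300, 0 to 502 and 936 to 2029. Between CL and LF calves they ranged from 0 to 966 at 48 h, 0 to 0 at 72 h and 168 h, and 0 to 1 at 0 h.

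Of 366 rows for genes given by identifier under alternatives set beforehand, 19 fell below the threshold, and of the 33 genes and comparisons, 25 passed under all of them. One more of 66 rows under the added DESeq2 fits and 17 of 238 with a calf left out fell below it. Genes near the floor of 0.0763 to 0.299 CPM, such as ENSBTAG00000021161 in beef calves at 48 h, have falls whose size the depth limits. The exclusion of hemoglobin genes, the gene set scores and the share of solute carriers were alternatives or results that were not run, because they need gene symbols that no table in the files gives.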

Differences from the paper's values

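In H calves at 48 h versus 0 h, 496 genes were upregulated and the paper's value is 140. Of the alternatives set before the files arrived, only the test against a fold change of 1.5 came within 1.5 times of it, at 119. That test gave 84 downregulated genes, so it did not match the paper's pair of values. For downregulated genes, 372 were found and the paper's value is 613. DESeq2 with unshrunken (485) and shrunken (452) fold changes, all 88 samples in a single fit (524), that fit with the L number (430), the calf as a block (655) and no fold change threshold (564) came within that range. RLE normalization, both filters on low counts, the stranded counts, the test against a fold change of 1.5 and removal of the R-labelled samples did not. DESeq2 on all 88 samples without a filter, chosen after seeing the values, gave 601 with unshrunken and 625 with shrunken fold changes. Upregulated DEG were the majority in the main fit and in each of these alternatives, whereas the paper's DEG were mostly downregulated. No setting gave the paper's balance.

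In H calves at 168 h versus 72 h, 729 genes were downregulated and the paper's value is 1156. DESeq2 with unshrunken (883) and shrunken (822) fold changes, all 88 samples in a single fit (1091) and no fold change threshold (1104) closed the gap, and the other alternatives set before the files arrived did not. The DESeq2 fits to all 88 samples, chosen after seeing the values, gave 1226 and 1167.

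In CL calves at 168 h versus 72 h, 0 genes were upregulated and 2 downregulated, and the paper's values are 45 and 338, or 383 in total. None of the alternatives set before the files arrived closed the gap in upregulated genes. For downregulated genes and the total, DESeq2 with shrunken fold changes did, at 445 and 552, and the others did not, among them DESeq2 with unshrunken fold changes (512 and 642) and the calf as a block (569 and 731). DESeq2 on all 88 samples without a filter, chosen after seeing the values, gave 52 upregulated and 375 downregulated genes (427 in total), and with shrunken fold changes 51 and 372 (423 in total).

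Between CL and LF calves at 48 h, 0 genes were DEG, and the paper's values are 539 upregulated, 177 downregulated and 716 in total. For the total, DESeq2 with unshrunken (558) and shrunken (489) fold changes and all 88 samples in a single fit (542) closed the gap, and the others set before the files arrived did not. The DESeq2 fits to all 88 samples, chosen after seeing the values, gave 687 and 763. For upregulated genes no setting did, and for downregulated genes only the single fit with the L number did. In every setting with many DEG, most were lower in CL calves, for example 478 lower and 80 higher with DESeq2. The paper's table gives more genes upregulated than downregulated, and the paper's supplementary list of this comparison holds 145 genes that are higher and 449 that are lower. The table and the list therefore disagree in direction. Only the total can be set beside the table, and the match or mismatch of upregulated and downregulated counts has no clear meaning.

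Between CL and LF calves at 72 h, 0 genes were upregulated and the paper's value is 2. DESeq2 with unshrunken fold changes gave 2 and no other alternative set before the files arrived gave any. The DESeq2 fits to all 88 samples, chosen after seeing the values, gave 3 and 2.

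The paper states that only the 48 h comparison of the beef breeds gave a large number of DEG. The count was 0 at 48 h in the main fit. The paper's ranking of the downregulated genes by symbol could not be set beside the identifiers in the files.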

Other observations

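Each count of DEG was set against other splits of the same samples, with the real split counted among them. A single split of 100, the real one, gave as many DEG as were found for H, CL and LF calves at 48 h versus 0 h and for H and LF calves at 168 h versus 72 h, a count of 1 in each. For CL calves at 168 h versus 72 h, 2 of 100 splits gave as many DEG as the 2 found. For CL against LF calves, where the main fit gave 0 DEG, all 100 of 100 splits had to give as many at each age, so these tested nothing. With DESeq2, 2 of 60 splits of the 14 samples at 48 h gave as many DEG as the 558 of the real split. With all 88 samples in one fit, 1 of 30 splits gave as many as the 542 of the real one. These predictions were written before the splits were run.

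The difference between breeds in the change with age was tested directly as an interaction. In the main fit it gave 0 DEG for LF against CL, LF against H and CL against H at 48 h versus 0 h, with smallest adjusted p-values of 0.2727, 0.1314 and 0.6902, and 0 DEG for LF against CL and LF against H at 168 h versus 72 h, with 0.9987 and 0.6313 (edgeR with Benjamini-Hochberg adjustment). Since the counts were 0, all 40 of 40 splits of the calves had to give as many, so these splits tested nothing. Because no gene passed the interaction, the changes behind the 2 DEG in CL and 1780 in LF calves at 168 h versus 72 h are not shown to differ. Of the 1780 DEG of LF calves, 1761 were tested in CL calves, and 1749 of them (99.3%) moved in the same direction there. In H calves, 1688 of 1741 (97%) did. An interaction has less power than a comparison within a breed, recovering 62.5% of simulated changes. The interaction in the main fit also had no block by calf. Lasting differences between calves were simulated only for 2 groups, where edgeR recovered 29% of changed genes without a block and 90% with it. Their size was set and not estimated from these calves, so this does not give the power lost in the interaction. The interaction, simulated without such differences, was recovered for 62.5% of changed genes without and 58% with the block.

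In CL calves at 168 h versus 72 h, 2 genes were DEG without a block, 731 with the calf as a block and 502 without a block when CL calf 1 was left out. Differences between calves that last from 72 h to 168 h were tested as a cause of the smaller count, with the prediction, made before the test, that samples of the same calf deviate together. They did so with a mean r of 0.221 against −0.0364 for different calves (exact permutation test over 5040 pairings, p = 0.0123). Same-calf samples deviated together in all 9 comparisons of ages, and this r was the lowest of them. In LF calves at the same ages r was 0.342, with 1780 DEG without and 1748 with the block. The test therefore does not set this comparison apart. Lasting differences between calves may account for part of its small count, because the block that removes them raised it from 2 to 731. Whether they also account for the contrast with LF calves cannot be read from r, which does not measure how many DEG they hide. With the block the counts were 731 in CL and 1748 in LF calves, so the contrast was smaller but remained. The cause of the remaining contrast was left open.

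The difference between CL and LF calves at 48 h was found by some methods and not by others. The distance between the breeds over all genes was 0.408 at 48 h (exact permutation test over 3432 splits, p = 0.00991, 0.0396 after adjustment over 4 ages), and its adjusted p-value was over 0.05 without the filter on low counts (0.114) and without the R-labelled samples (0.0536). In the main fit 22.7% of genes had an unadjusted p-value under 0.05, and none passed adjustment. With the L number as a covariate, the 542 DEG of the single fit became 172, so part of the count may belong to the libraries. At 48 h the distance is one measure over all genes and gives no support for any single gene. At 0 h the distance was 0.254 (exact permutation test, p = 0.252). The interaction of breed and age gave 0 DEG in the main fit, 53 with DESeq2, 10 with all 88 samples in one fit and 1 with the calf as a block. A breed difference that arises between 0 h and 48 h is a hypothesis that these fits leave open.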
